# The transcription factors TFE3 and TFEB amplify p53 dependent transcriptional programs in response to DNA damage

**DOI:** 10.7554/eLife.40856

**Published:** 2018-12-06

**Authors:** Owen A Brady, Eutteum Jeong, José A Martina, Mehdi Pirooznia, Ilker Tunc, Rosa Puertollano

**Keywords:** TFEB, TFE3, p53, lysosomes, DNA Damage, cell cycle, Mouse

## Abstract

The transcription factors TFE3 and TFEB cooperate to regulate autophagy induction and lysosome biogenesis in response to starvation. Here we demonstrate that DNA damage activates TFE3 and TFEB in a p53 and mTORC1 dependent manner. RNA-Seq analysis of TFEB/TFE3 double-knockout cells exposed to etoposide reveals a profound dysregulation of the DNA damage response, including upstream regulators and downstream p53 targets. TFE3 and TFEB contribute to sustain p53-dependent response by stabilizing p53 protein levels. In TFEB/TFE3 DKOs, p53 half-life is significantly decreased due to elevated Mdm2 levels. Transcriptional profiles of genes involved in lysosome membrane permeabilization and cell death pathways are dysregulated in TFEB/TFE3-depleted cells. Consequently, prolonged DNA damage results in impaired LMP and apoptosis induction. Finally, expression of multiple genes implicated in cell cycle control is altered in TFEB/TFE3 DKOs, revealing a previously unrecognized role of TFEB and TFE3 in the regulation of cell cycle checkpoints in response to stress.

## Introduction

TFEB and TFE3 belong to the MiTF-TFE family of basic helix-loop-helix leucine zipper (bHLH-LZ) transcription factors and have been well characterized as master regulators of the autophagy-lysosome pathway in response to starvation (Martina et al., 2014; Sardiello et al., 2009; Settembre et al., 2011). Under nutrient poor conditions, TFEB and TFE3 translocate to the nucleus where they bind to and promote transcription from consensus 10 bp GTCACGTGAC sequences, termed Coordinated Lysosome Expression and Regulation (CLEAR) elements, in the promoters of autophagic and lysosomal genes, (Martina et al., 2014; Palmieri et al., 2011; Sardiello et al., 2009; Settembre et al., 2011). Under conditions of adequate nutrient status, TFEB and TFE3 bind to a pair of heterodimeric small GTPases, termed RagA or RagB (RagA/B) and RagC or RagD (RagC/D) on the lysosome surface (Martina and Puertollano, 2013). These Rag GTPases also recruit the mechanistic target of rapamycin (mTOR) complex 1 (mTORC1), which phosphorylates TFEB at Ser211 and TFE3 at Ser321, thus creating a binding site for proteins in the 14-3-3 family which sequester TFEB and TFE3 in the cytosol by masking their nuclear localization signals (Martina et al., 2012; Martina et al., 2014; Powis and De Virgilio, 2016; Roczniak-Ferguson et al., 2012).

Since all cells require the homeostatic functions of the autophagy-lysosome pathway, these nutrient responsive mechanisms of control over TFEB and TFE3 are highly conserved. Recently, other cellular stressors such as inflammatory or pathogenic signals, ER stress, oxidative stress, and high intensity exercise have been implicated in activating TFEB and TFE3 via a variety of mechanisms involving mTORC1 as well as other kinases and phosphatases, including calcineurin and PP2A (Chen et al., 2017; Mansueto et al., 2017; Martina et al., 2016; Martina and Puertollano, 2018; Najibi et al., 2016; Pastore et al., 2016; Visvikis et al., 2014). In addition to being regulated by multiple physiological stressors, TFEB and TFE3 exhibit unique cell or tissue type specific responses including pro-inflammatory, chemoattractant, and antimicrobial responses in immune cells such as macrophages and dendritic cells; lipid metabolism in liver and adipose tissue; and mitochondrial biogenesis in muscle (Bretou et al., 2017; Mansueto et al., 2017; Najibi et al., 2016; Pastore et al., 2016; Settembre et al., 2013; Visvikis et al., 2014).

The tumor suppressor transcription factor p53 integrates DNA damage signals resulting in transcriptional programs governing the diverse processes of the DNA damage response (DDR) including cell cycle arrest, DNA repair, senescence, and when the stress is severe enough, apoptosis (Bieging and Attardi, 2012). Much like TFE3 and TFEB, p53 has been shown to respond to multiple cellular stressors including nutrient deprivation, oxidative stress, and hypoxia. Similarly, p53 has roles controlling transcriptional activity towards processes not canonically associated with the DDR, including autophagy, cell migration, and metabolism (Bieging and Attardi, 2012; Nishida et al., 2016). p53 activity is controlled through an extensive repertoire of posttranslational modifications at approximately 50 residues which include phosphorylation, acetylation, methylation, ubiquitylation, sumoylation, and poly-ADP-ribosylation (Meek and Anderson, 2009). Under baseline conditions, p53 is rapidly ubiquitylated and degraded by the E3 ligase, Mdm2, limiting its activity. In response to DNA damage and other stressors, p53 is rapidly phosphorylated and acetylated by a large variety of kinases and acetyltransferases which serve to stabilize and modulate binding to p53 response elements in the promoters of different classes of genes (Meek and Anderson, 2009).

Importantly, p53 has critical and multifaceted roles in regulating autophagy, including a suppressive function attributed to its cytosolic form and a more well-established pro-autophagic function owing to its transcriptional activity in the nucleus (Kenzelmann Broz et al., 2013; Tasdemir et al., 2008). Autophagy itself appears to be induced as part of the DDR. For example, an alternative Atg5 and LC3-independent form of autophagy is induced in mouse embryonic fibroblasts in response to the DNA damaging drug, etoposide (Nishida et al., 2009). Autophagic functions critical for the DDR include ensuring an adequate supply of NAD^+^ and dNTPs for repair functions, maintaining genomic stability through removal of micronuclei containing chromosome fragments, and the assembly of the nucleotide excision repair (NER) complex at sites of DNA damage (Eliopoulos et al., 2016). Finally, many gene products, including the p53 regulated Dram1 and Trp53inp1 are involved in autophagic processes while exhibiting independent or complementary functions in the DDR.

The role of p53 in cancer has been studied extensively, with approximately half of all human cancers exhibiting mutations at the *TP53* locus, while cancers without p53 mutations frequently have other alterations in the p53 pathway (Eliopoulos et al., 2016). While not as widely associated with all cancers, TFE3 and TFEB gene fusions are detected in subsets of renal cell carcinomas (RCC), indicating roles for these transcription factors in oncogenesis (Kauffman et al., 2014). Given the commonalities between TFE3/TFEB and p53 in regard to their activation by diverse cellular stressors and their shared roles in the transcriptional control of autophagy and other cellular stress responses, we wondered if TFE3 and TFEB exhibited any common regulatory mechanisms with p53. In this study, we report that TFE3 and TFEB are indeed activated by DNA damage, albeit with a delayed kinetic profile compared to p53. This response is at least partially dependent upon p53-mediated mTORC1 inhibition. RNA-Seq analysis of MEFs and RAW264.7 cells treated with etoposide reveals a robust DDR with upregulation of canonical p53 regulated transcripts, which is strongly dysregulated in a CRISPR/Cas9 generated TFE3/TFEB double knockout (DKO) background. Conversely, overexpression of constitutively active TFE3 and TFEB mutants increases expression of DDR genes involved in upstream transduction of DDR signals along with downstream DDR effectors, including genes involved in apoptosis and p53 itself. Lastly, we relate defects in TFE3 and TFEB signaling in response to DNA damage to defects in lysosome membrane permeabilization (LMP), regulation of cell death pathways, and cell cycle control. These data are the first reported example of extensive cross-talk between the p53 and TFE3/TFEB pathways showing disruption in expression of DDR genes as well as functional defects in lysosome integrity and cell death pathways in TFE3/TFEB-depleted cells.

## Results

### TFE3 and TFEB translocate to the nucleus in response to genotoxic stress

We and others have previously demonstrated that TFE3 and TFEB are activated in a variety of cell types in response to various physiological stressors. The best described pathway is in response to starvation and is contingent upon mTORC1 inhibition (Martina et al., 2012; Martina et al., 2014; Roczniak-Ferguson et al., 2012; Settembre et al., 2012). More recently, we have shown that TFE3 and TFEB are activated in response to ER stress and in response to pathogenic signatures in macrophages, both in an mTORC1 independent fashion (Martina et al., 2016; Pastore et al., 2016). To determine if genotoxic stress activates TFE3 and TFEB, we exposed wild type mouse embryonic fibroblasts (MEFs) to etoposide, a drug which induces both single strand breaks and double strand breaks in DNA which are corrected via a variety of repair pathways (de Campos-Nebel et al., 2010; Pommier et al., 2010). We observed a time-dependent increase in the levels of TFE3 in the nucleus relative to the cytosol, with noticeable accumulation appearing by 4 hr treatment, and increasing amounts at 8 hr and 16 hr (Figure 1A). After 8 hr treatment, the nuclear localization of TFE3 is statistically significant compared to control (Figure 1B; numerical values Figure 1—source data 1). While the proportion of live cells exhibiting nuclear TFE3 increases further by 16 hr treatment, the number of dead cells begin to outnumber the living, hence 8 hr was used as a benchmark for a number of subsequent experiments with etoposide as a compromise between maximal TFE3 activation and minimal cell death.

**Figure 1.**
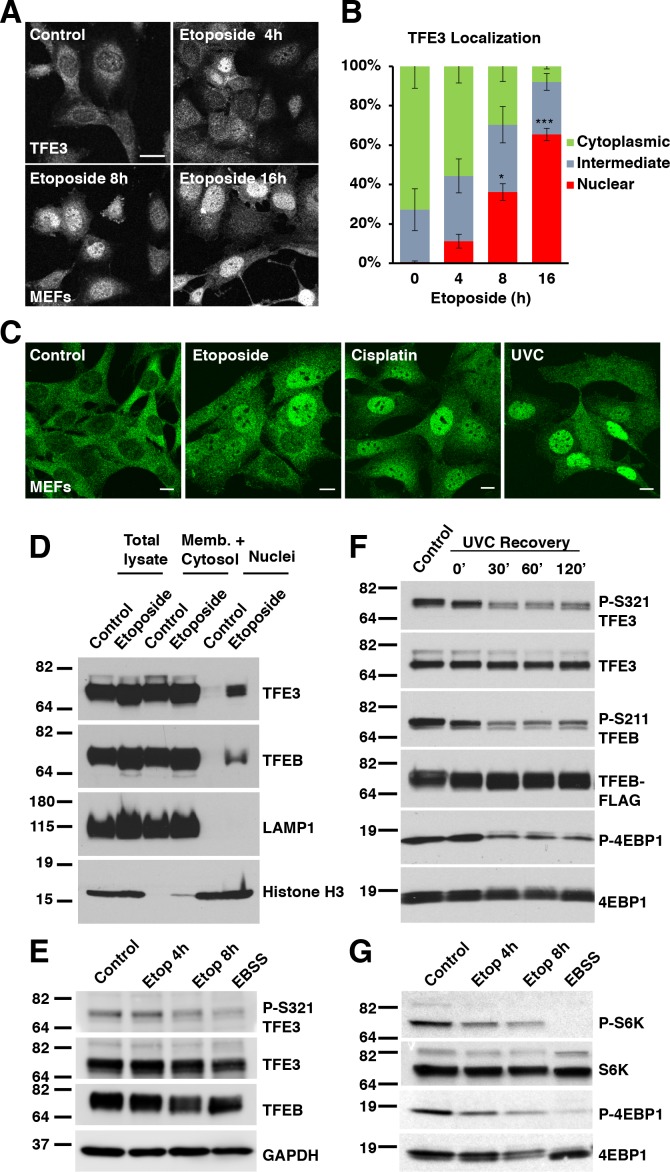
TFE3 and TFEB translocate to the nucleus in response to genotoxic stress. (**A**) Immunofluorescence images of WT MEFs treated with 100 μM etoposide for up to 16 hr. Scale bar = 20 μm. (**B**) Quantification of TFE3 localization from cells shown in A. Levels represent mean ± standard deviation with n = 3 experiments and > 200 cells counted per trial. Significance determined with Student’s t-test (*p < 0.05, ***p < 0.001). (**C**) Immunofluorescence images displaying TFE3 translocation in WT MEFs in response to different DNA damaging agents: etoposide, cisplatin, and UVC irradiation, and Scale bar = 10 μm. (**D**) Representative Western blot showing TFE3 and TFEB nuclear distribution by subcellular fractionation of WT MEFs exposed to etoposide for 10 hr. (**E**) Representative Western blot showing TFE3 de-phosphorylation at Ser321 and gel shift in TFEB in WT MEFs exposed to etoposide for up to 8 hr. EBSS for 2 h hours used as a positive control for de-phosphorylation of TFE3 and TFEB. (**F**) Representative Western blot showing TFE3 and TFEB de-phosphorylation in HeLa cells in response to UV-C light. (**G**) Representative Western blot showing mTORC1 inhibition due to S6K and 4EBP1 de-phosphorylation in response to increasing etoposide treatment time. EBSS for 2 hr used as a positive control for maximum mTORC1 inhibition. All the western blots are representative of three independent experiments. 10.7554/eLife.40856.003Figure 1—source data 1.TFE3 localization with etoposide treatment.

**Figure 1—figure supplement 1.**
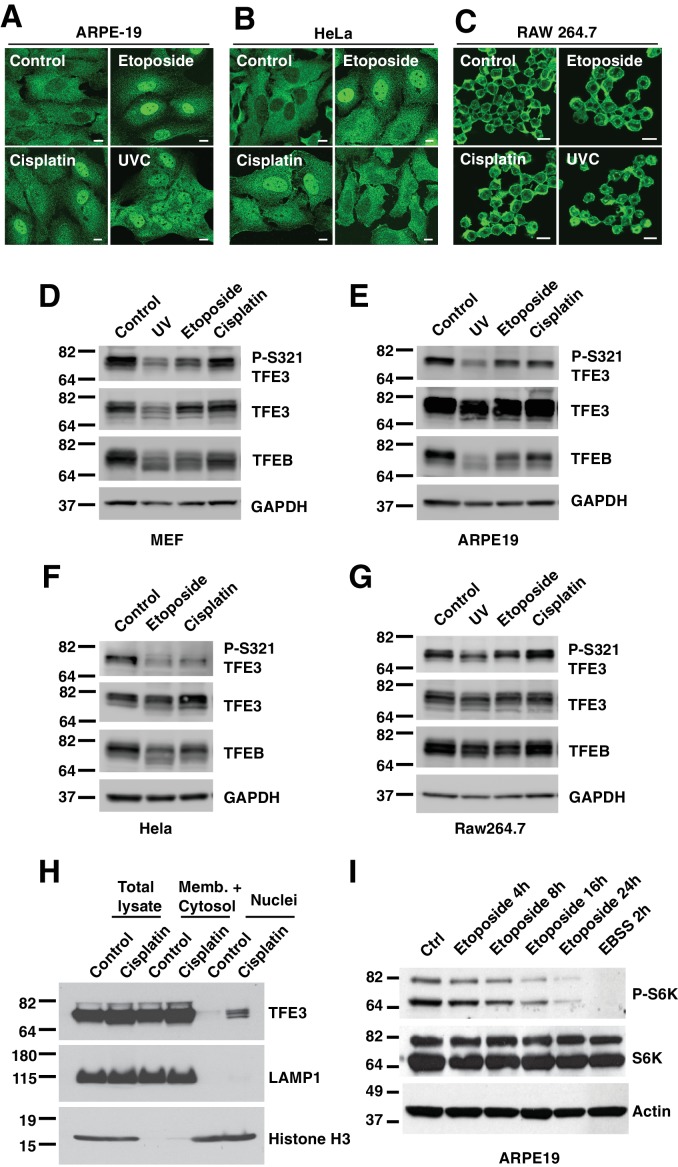
(**A**) Immunofluorescence images of ARPE-19 cells treated with 100 μM etoposide or 50 μM Cisplatin for 24 hr or 10 hr after UVC irradiation. Scale bar = 10 μm. (**B**) Immunofluorescence images of HeLa cells treated with 100 μM etoposide for 24 hr or 50 μM Cisplatin for 12 hr and 4 hr after UVC irradiation. Scale bar = 10 μm. (**C**) Immunofluorescence images of RAW 264.7 cells treated with 100 μM etoposide for 10 hr or 35 μM Cisplatin for 10 hr or 4 hr after UVC irradiation. Scale bar = 10 μm. (**D**) Representative Western blot showing TFE3 de-phosphorylation at Ser321 and gel shift in TFEB in WT MEFs exposed to 100 μM etoposide for 8 hr or 50 μM Cisplatin for 10 hr or 10 hr after UVC irradiation. (**E**) Representative Western blot showing TFE3 de-phosphorylation at Ser321 and gel shift in TFEB in ARPE19 cells exposed to 100 μM etoposide for 24 hr or 50 μM Cisplatin for 24 hr or 24 hr after UVC irradiation. (**F**) Representative Western blot showing TFE3 de-phosphorylation at Ser321 and gel shift in TFEB in HeLa cells exposed to 100 μM etoposide for 24 hr or 50 μM Cisplatin for 18 hr. (**G**) Representative Western blot showing TFE3 de-phosphorylation at Ser321 and gel shift in TFEB in RAW 264.7 cells exposed to 100 μM etoposide for 8 hr or 50 μM Cisplatin for 8 hr or 4 hr after UVC irradiation. (**H**) Representative Western blot showing TFE3 nuclear distribution by subcellular fractionation of WT MEFs exposed to 50 μM Cisplatin for 10 hr. (**I**) Western blot showing etoposide dependent S6K de-phosphorylation in ARPE19 cells. All the immunoblots are representative of three independent experiments.

To rule out the possibility that etoposide exerted its effect on TFE3 translocation through a mechanism independent of its DNA damaging effects, we tested additional DNA damaging agents. Unlike etoposide, the chemotherapeutic agent cisplatin damages DNA by forming guanine adducts and intrastrand cross-links, which are preferentially repaired by the nucleotide excision repair (NER) pathway (O'Grady et al., 2014). Despite this mechanistic difference in mode of DNA damage, cisplatin treatment also effectively induced TFE3 nuclear translocation in MEFs (Figure 1C). Treatment with ultraviolet light, which primarily damages DNA through the formation of pyrimidine dimers (Gentile, 2003), also induced TFE3 activation in MEFs (Figure 1C). We also confirmed that TFE3 nuclear accumulation in response to genotoxic stress was observed in other cell types, including ARPE-19, HeLa and RAW 264.7 (Figure 1—figure supplement 1A–C). Finally, we performed subcellular fractionation experiments following treatment with either etoposide or cisplatin. As seen in Figure 1D and Figure 1—figure supplement 1H, we observed a significant increase in the amount of nuclear TFE3 and TFEB following DNA damage.

Activation of TFE3 requires dephosphorylation of serine 321. Treatment of several cell types with different DNA damaging agents, resulted in a time dependent decrease in S321 phosphorylation that correlated with the degree of TFE3 nuclear translocation observed by immunofluorescence (Figure 1E and Figure 1—figure supplement 1D–G). Starvation in Earle’s Balanced Salt Solution for 2 hr was used as a positive control for dephosphorylation (Figure 1E). TFEB serine 211 (S211) is the equivalent residue to TFE3 S321, however phospho-specific antibodies generated against this residue are not detectable with endogenous TFEB levels. Nonetheless, TFEB exhibits a pronounced gel-shift following DNA damage, which is indicative of dephosphorylation, thus suggesting a similar regulation of both transcription factors in response to DNA damage (Figure 1E and Figure 1—figure supplement 1D–G). Furthermore, treatment of a HeLa clone that stably expresses TFEB-FLAG with UV-C light resulted in a rapid dephosphorylation of TFE3 and TFEB at S321 and S211, respectively (Figure 1F).

Taken together, these data indicate that TFE3 and TFEB are activated by a wide variety of DNA-damaging stimuli with varying mechanisms of action and preferential DNA repair pathway responses.

### Activation of TFE3 and TFEB in response to genotoxic stress is dependent on mTORC1 and p53

Activation of TFE3 and TFEB in response to starvation is dependent on mTORC1 inactivation and subsequent dephosphorylation of TFE3-S321 and TFEB-S211. Other stressors, such as ER stress, pathogen infection and oxidative stress, result in TFE3 and TFEB activation despite high mTORC1 activity. This mTORC1-independent activation is likely due to activation of specific phosphatases, such as calcineurin and PP2A (Martina and Puertollano, 2018; Martina et al., 2016; Medina et al., 2015; Pastore et al., 2016). To test if mTORC1 activity is affected under DNA damage conditions, we performed western bloting on lysates from cells treated with etoposide or starved with EBSS as a positive control. As expected, EBSS treatment resulted in a near complete inhibition of mTORC1 activity as assessed by phosphorylation of S6K and 4EBP1 (Figure 1G). Treatment with etoposide also resulted in a time-dependent decrease in S6K and 4EBP1 phosphorylation levels that mirrors the kinetics of observed TFE3 nuclear translocation, suggesting that mTORC1 inhibition may be a major mechanism by which DNA damage promotes TFE3 and TFEB activation (Figure 1G). It is notable that the degree of mTORC1 inhibition after 8 hr etoposide was not as potent as that induced by starvation and closely correlates with the degree of dephosphorylation and nuclear redistribution of TFE3 under etoposide treated and starvation conditions, respectively. The effect of DNA damage on reducing mTORC1 activity was also observed in ARPE-19 cells, which could tolerate extended etoposide treatment past 24 hr (Figure 1—figure supplement 1I), as well as in HeLa cells treated with UVC (Figure 1F).

Several studies have reported that the activation of the DNA damage response (DDR) leads to p53-dependent mTORC1 inactivation (Budanov and Karin, 2008; Cam et al., 2014; Feng et al., 2005). Given these connections between DNA damage, p53 activity, and mTORC1 inactivation, we hypothesized that the TFE3 and TFEB activation observed in our experiments was dependent on p53 activation. We tested this by repeating mTORC1 activity assays and TFE3 translocation assays in both wild type (WT) and p53^-/-^ MEFs. As predicted, etoposide treatment resulted in a time-dependent decrease in mTORC1 activity in WT MEFs, whereas this decrease was virtually absent in p53^-/-^ MEFs (Figure 2A). Unlike with DNA damage, p53^-/-^ MEFs still displayed a strong reduction in mTORC1 signaling in response to starvation, although the levels remained slightly elevated when compared with WT MEFs (Figure 2A). Quantification of mTORC1 activity in these two cell lines reveals significant reductions in S6K and 4EBP1 phosphorylation starting at 4 hr etoposide treatment (Figure 2B; numerical values Figure 2—source data 1). TFE3 localization, as assessed by immunofluorescence, revealed a significantly reduced proportion of cells with TFE3 in the nucleus in p53^-/-^ compared to WT MEFs (Figure 2C and D; numerical values Figure 2—source data 2). Similar results were obtained when analyzing TFEB distribution, with a significant reduction in the number of cells showing TFEB nuclear accumulation in etoposide-treated p53^-/-^ MEFs (Figure 2E and F; numerical values Figure 2—source data 3). Moreover, western blots of lysates from WT MEFs treated with etoposide revealed prominent gel shifts in TFE3 and TFEB, which were absent in etoposide treated p53^-/-^ MEFs (Figure 2—figure supplement 1A).

**Figure 2.**
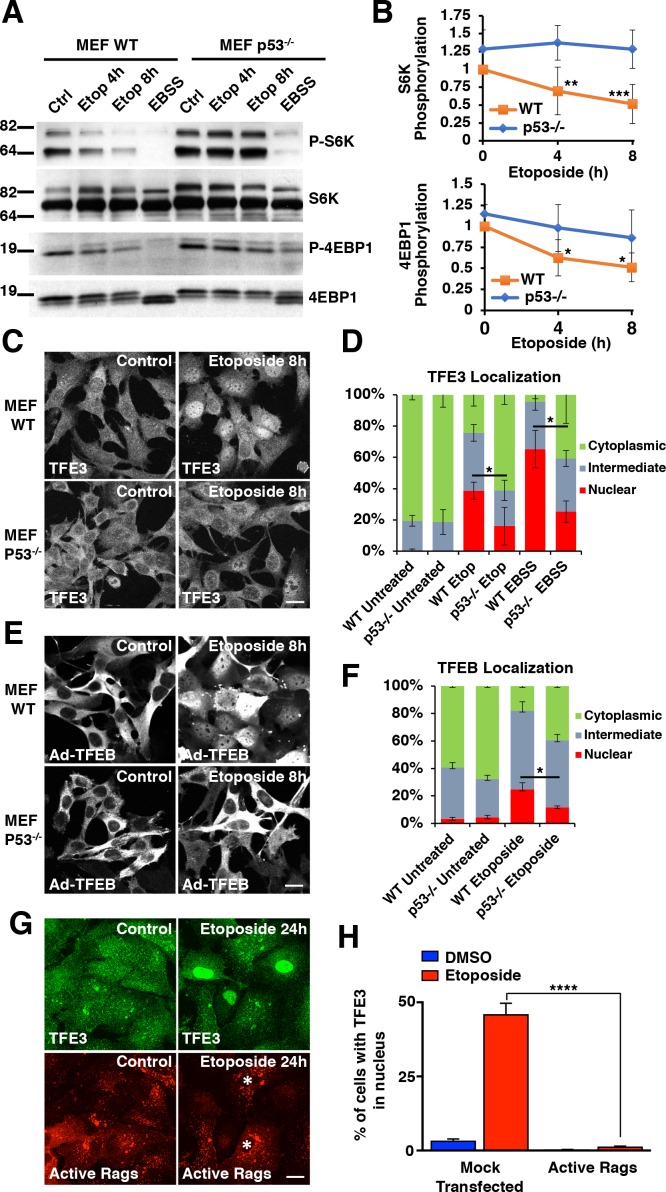
DNA damage-induced TFE3 and TFEB activation is a p53 and mTORC1 dependent process. (**A**) Representative Western blot showing p53-dependent inhibition of mTORC1 in response to etoposide treatment in WT and p53^-/-^ MEFs. EBSS for 2 hr was used as a positive control for mTORC1 inhibition and was relatively unaffected by p53 status. (**B**) Quantification of Western blot data shown in A. Values represent mean ± standard deviation with n = 5. Significance determined with Two-way ANOVA with Sidak’s multiple comparisons test (*p < 0.05, **p < 0.01, ***p < 0.001). (**C**) Immunofluorescence images displaying TFE3 translocation after 8 hr etoposide in WT MEFs compared to p53^-/-^ MEFs. Scale bar = 20 μm. (**D**) Quantification of results from C. Levels represent mean percentage of cells localized in the nucleus, cytosol, or evenly distributed between both with n = 3 and > 80 cells counted per condition per trial. Significance determined with Student’s t-test (*p < 0.05). (**E**) Immunofluorescence images displaying TFEB translocation after 8 hr etoposide in WT and p53^-/-^ MEFs infected with Ad-TFEB-FLAG. Scale bar = 20 μm. (**F**) Quantification of results from E. Levels represent mean percentage of cells localized in the nucleus, cytosol, or evenly distributed between both with n = 2 and > 80 cells counted per condition per trial. Significance determined with Student’s t-test (*p < 0.05). (**G**) Immunofluorescence images displaying TFE3 cellular distribution after 24 hr etoposide in ARPE-19 cells expressing active Rag heterodimers. Asterisks indicate transfected cells. Scale bar = 10 μm. (**H**) Quantification of results from G. Values represent mean ± standard deviation of the percentage of cells with nuclear TFE3 with n = 2 experiments and > 300 cells counted per trial (****p < 0.0001). 10.7554/eLife.40856.006Figure 2—source data 1.Phosphorilation of S6K and 4EBP1 in WT and p53-/- MEFs. 10.7554/eLife.40856.007Figure 2—source data 2.TFE3 localization in WT and p53-/- MEFs. 10.7554/eLife.40856.008Figure 2—source data 3.TFEB localization in WT and p53-/- MEFs. 10.7554/eLife.40856.009Figure 2—source data 4.TFE3 nuclear translocation in response to etoposide in cells transfected with active Rags.

**Figure 2—figure supplement 1.**
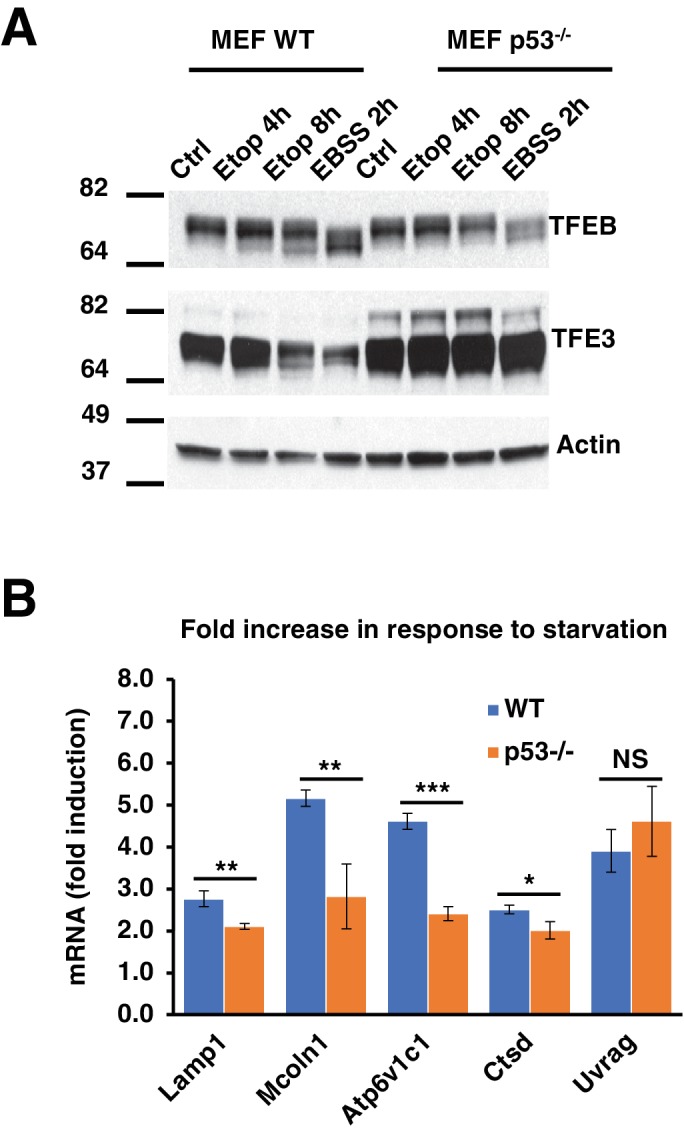
(**A**) Representative Western blot showing TFEB and TFE3 gel shifts in response to etoposide in WT MEF, but not in p53^-/-^ MEF. All the immunoblots are representative of three independent experiments. (**B**) qPCR data showing relative induction of lysosomal-autophagy genes in response to starvation in WT and p53^-/-^ MEF. Data normalized to untreated cells and represents geometric means ± standard deviation and significance determined with Student’s t-test (*p < 0.05, **p < 0.01, ***p < 0.001). 10.7554/eLife.40856.011Figure 2—figure supplement 1—source data 1.qPCR data for lysosomal-autophagy genes.

To further confirm the role of mTORC1 in TFEB/TFE3 activation in response to genotoxic stress, we assessed whether constitutive mTORC1 activation prevents nuclear translocation of these transcription factors under DNA damage conditions. For this, we transfected ARPE-19 with a constitutive active version of Rag GTPases, in which RagB and RagD are locked in their GTP-bound and GDP-bound state, respectively, thus becoming insensitive to mTORC1 inactivation by the p53-sestrin-GATOR1 axis. As expected, expression of active Rags, and consequent constitutive mTORC1 activation, prevented translocation of endogenous TFE3 to the nucleus following etoposide treatment (Figure 2G and H; numerical values Figure 2—source data 4). These data corroborate that mTORC1 inactivation is required for TFE3 activation in response to DNA damage.

We also observed a statistically significant reduction in the nuclear TFE3 population in p53^-/-^ MEFs exposed to starvation conditions, suggesting that p53 may play an unexpected role in the regulation of the starvation response with regards to regulation of TFE3 and TFEB (Figure 2D). Accordingly, transcriptional upregulation of several TFEB and TFE3 targets, including Lamp1, Mcoln1, Atp6vc1, and Ctsd, was significantly reduced in p53^-/-^ MEFs (Figure 2—figure supplement 1B; numerical values Figure 2—figure supplement 1—source data 1). Despite its best characterized role as a master transcriptional regulator of the DDR, p53 has a well-established, but complex roles in the regulation of autophagy. Activated p53 is involved in upregulating autophagy in many experimental contexts but has also been implicated in suppressing basal autophagy under other experimental conditions (Feng et al., 2005; Tasdemir et al., 2008; Zeng et al., 2007). Given the p53 dependence of TFE3 and TFEB activation in response to DNA damage and the fact that these transcription factors are themselves critical transcriptional regulators of the autophagy and lysosomal pathways, an attractive hypothesis is that p53’s effects on these pathways are at least partially dependent on TFE3 and TFEB activity. Nonetheless, direct p53 binding to p53 response elements (PRE) in the promoters of autophagic and lysosomal genes such as cathepsin D have been reported, suggesting a more complex interplay between these transcription factors in these pathways (Wu et al., 1998).

### Alterations in the DNA Damage Response in TFEB/TFE3 knockout cells

In order to obtain a global view of the effects of TFE3 and TFEB on the DDR transcriptome, we performed RNA-Seq analysis of WT and TFEB/TFE3 DKO MEFs under basal conditions and in response to 8 hr etoposide treatment. 

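The experiment comprised 12 libraries, 3 from each of WT and TFEB/TFE3 DKO MEFs without etoposide and after 8 hr in 100 µM etoposide. MEFs are mouse embryonic fibroblasts, kept here as immortalized lines. The DKO MEFs had both genes inactivated by CRISPR editing, and each genotype was represented by 1 line. Etoposide traps topoisomerase II on DNA and so causes double-strand breaks. The paper's methods describe the controls as treated with DMSO and the sample labels describe them as untreated, the word used here. Stranded, paired-end libraries were made from total RNA after depletion of ribosomal RNA. The authors trimmed adapters where required, aligned the read pairs with HISAT2, kept pairs with a unique alignment and counted them with HTSeq on the genes of the GENCODE comprehensive annotation. The deposited values are these whole counts, without normalization, for 24421 genes listed by symbol. The paper's text names no genome build, no versions of these tools and no strand setting for the counting, so the counts of a gene whose exons overlap another gene are uncertain, and such genes are pointed out where they are named. Coordinates are those of GENCODE M21 on GRCm38, matched by symbol. Counts on genes ranged from 66956083 to 83970210 per library in untreated WT MEFs (median 67654759) and from 66749645 to 104120871 in untreated DKO MEFs (median 74826945). After etoposide they ranged from 63286195 to 76125320 in WT MEFs (median 75454495) and from 45577023 to 94388705 in DKO MEFs (median 68441372). The paper states about 60M reads per sample, and the sum of all lines of the table, with those for reads assigned to no gene, had a median of 122M per library. All values given use the counts on genes. Reads outside annotated exons made up 20.2 to 27.3% of a library, and reads aligned at several places 15.9 to 20.5%. Counts were scaled by edgeR's TMM method, with factors between 0.884 and 1.09, and are given relative to the scaled library size (CPM). The 15220 genes kept by edgeR's expression filter were tested in one quasi-likelihood model of all 12 libraries, which share one estimate of the spread, with Benjamini-Hochberg adjustment within each of the 5 comparisons. The study used limma-trend with robust empirical Bayes estimates, which was run here as an alternative. Replicates of a group differed by more than the sampling noise (chi-square per degree of freedom between 11.1 and 23.01) and were counted as separate samples. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1 when both directions are counted, so the p-values given come from the model. In a principal component analysis the first component held 59.7% of the variance and the second 27.1%, and the 3 libraries of each group lay together, apart from the other groups. Tfeb (chromosome 17, 47737030 to 47792419), 1 of the 2 targeted genes, was measured at 40.1 ± 1.78 CPM (SD, n = 3) in untreated WT MEFs and 5.12 ± 0.835 CPM (SD, n = 3) in untreated DKO MEFs, a log2 fold change of -2.94 (standard error 0.09, adjusted p = 1.05e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After etoposide it was measured at 10.7 ± 0.678 and 1.91 ± 0.297 CPM (SD, n = 3 each), a log2 fold change of -2.46 (standard error 0.12, adjusted p = 5.06e-12 from the same edgeR test). Every DKO library lay below every WT library of its treatment. Tfe3 (chromosome X, 7762560 to 7775202) was still transcribed in the DKO MEFs, at 92.7 ± 1.61 CPM against 113 ± 2.83 CPM in WT MEFs (SD, n = 3 each) without etoposide, a log2 fold change of -0.29 (standard error 0.04, adjusted p = 8.68e-06 from the same edgeR test). After etoposide the Tfe3 levels of the 2 genotypes, 68.5 ± 4.37 and 68.7 ± 0.778 CPM (SD, n = 3 each), were within the spread of the replicates (adjusted p = 0.871 from the same edgeR test).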

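Etoposide changed 12091 of the 15220 genes tested in WT MEFs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 6435 were higher and 5656 lower. Scaling by library size without TMM factors moved this split most, to 7806 higher and 4396 lower, and shifted the median log2 fold change of all genes by 0.17. With TMM factors, 3415 of the genes past the threshold were at least 2-fold higher and 1233 at least 2-fold lower. The number of changed genes lay between 9855, under a stricter filter that left 12026 genes to test, and 13252, with no filter and 21587 genes tested. In a list of 40 known targets of p53 that Figure 3 does not show, 38 had a log2 fold change above 0 and 2 below, with a median of 2.37 (adjusted p = 5.15e-13 from the camera test of the list against the other genes, adjusted over 30 list tests). This call held under the fry rotation test and under camera with an estimated correlation between genes, and the adjusted p ranged from 1.43e-13 to 0.00599 over the 12 alternatives for this list. Of the 16 genes of Figure 3, 14 were higher after etoposide and 2, Sesn2 and Egfr, were lower, though not past the threshold with library-size scaling, and the median log2 fold change was 1.13. The counts were also 14 and 2 when adjusted over the list alone, although the study chose this list on these libraries. The apoptosis genes Bbc3 and Bax had log2 fold changes of 1.18 (standard error 0.06, adjusted p = 6.5e-12) and 1.41 (standard error 0.05, adjusted p = 3.42e-14), and the autophagy gene Dram1 one of 1.26 (standard error 0.06, adjusted p = 2.53e-12), each from the same edgeR test. Among genes with a mean of at least 10 CPM over the 12 libraries and no overlap between the groups, the largest rises were those of Matn4, from 0.24 ± 0.103 to 67.3 ± 3.77 CPM (SD, n = 3 each), Evpl, from 0.301 ± 0.0888 to 82.7 ± 5.42 CPM, and Mab21l3, from 0.41 ± 0.187 to 82.8 ± 2.55 CPM. Their log2 fold changes were 8.09, 8.06 and 7.60. The largest falls were those of Ciart, Tspyl4 and Slc24a3, with log2 fold changes of -3.65, -3.38 and -3.28. Exons of Matn4 overlap Rbpjl and exons of Tspyl4 overlap Gm47512, both on the opposite strand.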

Treatment of WT MEFs induced a potent upregulation of typical p53 regulated DDR genes involved in cell cycle arrest, autophagy, and apoptosis. These included Cdkn1a, Mdm2, Trp53inp1, and many others, confirming that our control cell line behaves in an appropriate manner in response to DNA damage insults (Figure 3; numerical values Figure 3—source data 1).

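Cdkn1a (chromosome 17, 29090976 to 29100727) rose in WT MEFs from 65.7 ± 5.72 CPM without etoposide to 506 ± 7.31 CPM after etoposide (SD, n = 3 each), a log2 fold change of 2.94 (standard error 0.05, adjusted p = 9.38e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons overlap AC167363.2 on the opposite strand. Mdm2 (chromosome 10, 117688875 to 117710758) rose from 121 ± 5.71 to 1834 ± 55.8 CPM (SD, n = 3 each), a log2 fold change of 3.92 (standard error 0.04, adjusted p = 9.89e-21 from the same edgeR test). Trp53inp1 (chromosome 4, 11156431 to 11174379) rose from 11.6 ± 1.19 to 679 ± 23.7 CPM (SD, n = 3 each), a log2 fold change of 5.87 (standard error 0.08, adjusted p = 5.8e-19 from the same edgeR test). All 3 rises were far larger than the spread of the replicates. With each of the 6 libraries left out in turn, the log2 fold change stayed between 2.87 and 3.00 for Cdkn1a, between 3.87 and 3.95 for Mdm2, and between 5.79 and 5.95 for Trp53inp1.

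**Figure D1:**
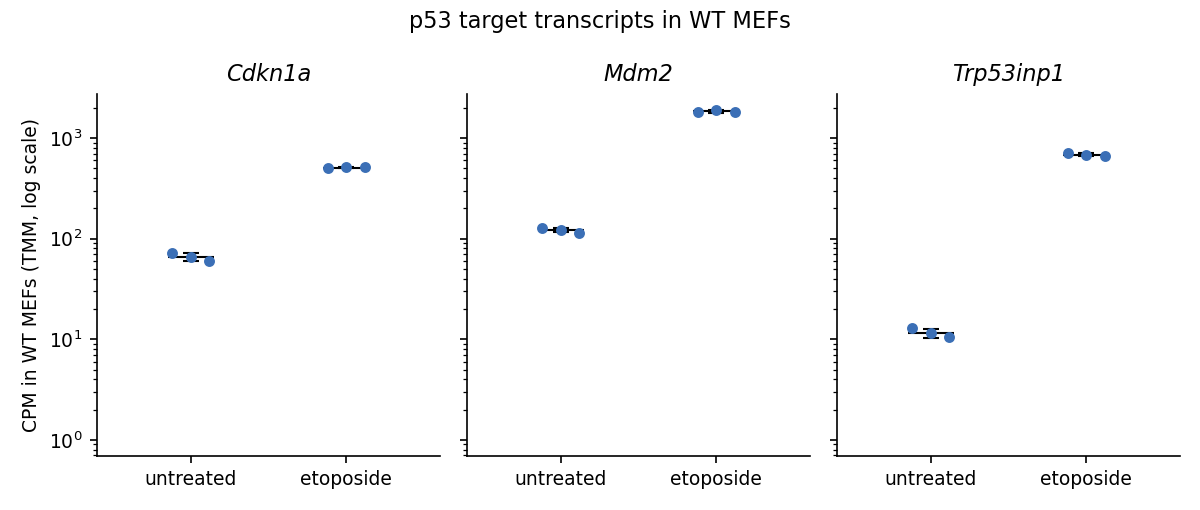
CPM of Cdkn1a, Mdm2 and Trp53inp1 in WT MEFs without and after etoposide, on a log axis shared by the 3 panels. Points are the 3 libraries of a group, and bars give the mean and SD. The etoposide libraries lie between 498 and 511 CPM for Cdkn1a, between 1791 and 1897 CPM for Mdm2, and between 656 and 704 CPM for Trp53inp1, all above the untreated libraries.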

**Figure 3.**
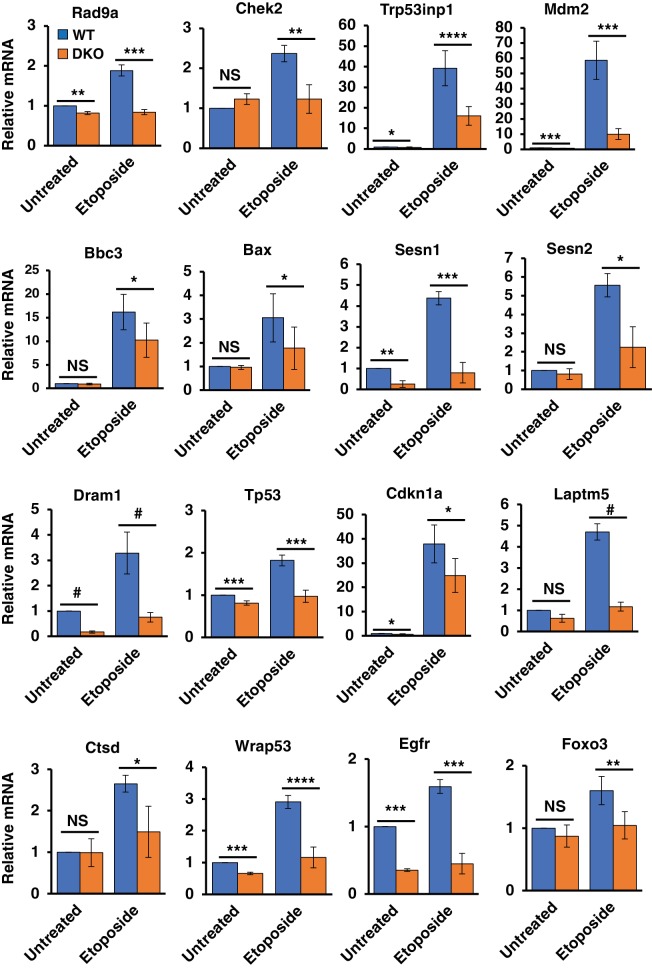
Differentially regulated genes in WT versus TFEB/TFE3 DKO MEFs undergoing DNA damage. qRT-PCR-based quantification of basal and etoposide induced mRNA levels of Rad9a, Chek2, Trp53inp1, Mdm2, Bbc3, Bax, Sesn1, Sesn2, Dram1, Tp53, Cdkn1a, Laptm5, Ctsd, Wrap53, Egfr and Foxo3 in WT vs TFEB/TFE3 DKO MEFs. All qRT-PCR data represented as geometric mean ± standard deviation and significance tested using Student’s t-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, #p < 0.00001). 10.7554/eLife.40856.013Figure 3—source data 1.Differentially regulated genes in WT and TFEB/TFE3 DKOs.

**Figure 3—figure supplement 1.**
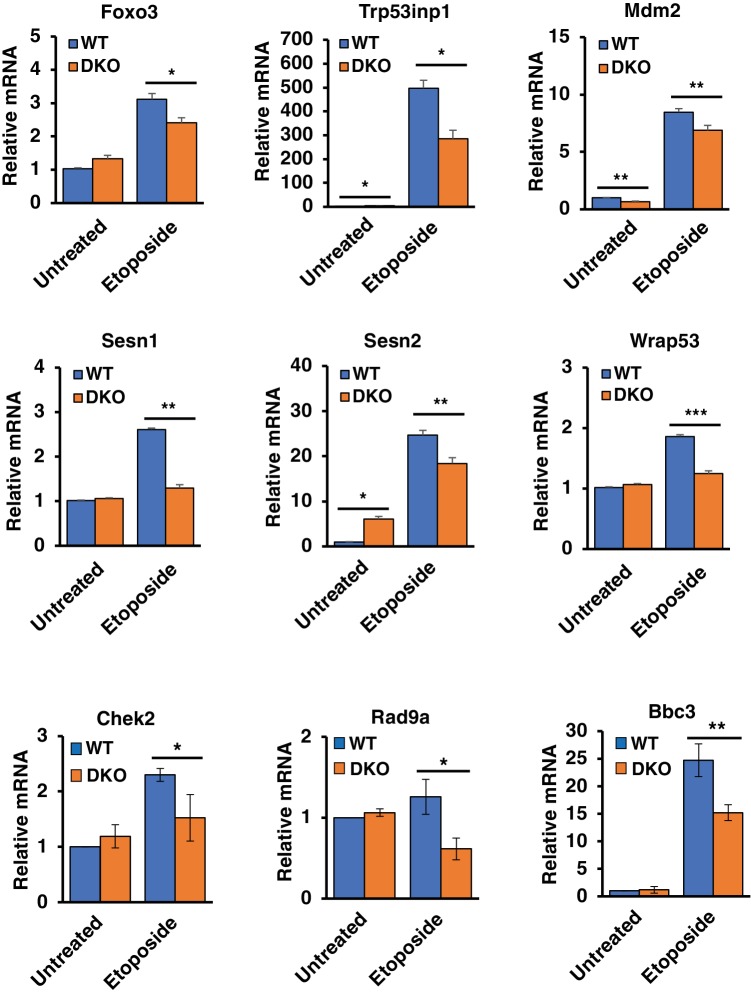
qRT-PCR analysis of differentially expressed p53 upstream regulators and downstream effectors in WT versus TFEB/TFE3 DKO RAW264.7 cells. All data represented as geometric mean ± standard deviation and significance tested using Student’s t-test with n = 3 (*p < 0.05, **p < 0.01). 10.7554/eLife.40856.015Figure 3—figure supplement 1—source data 1.qPCR analysis of differentially expressed p53 upstrem regulators and downstream effectors.

In contrast to the WT MEFs, TFEB/TFE3 DKO MEFs exhibited a large-scale dysregulation of the DDR, with numerous p53-regulated and p53 regulating transcripts significantly downregulated after exposure to etoposide, including, Rad9a, Chek2, Bbc3, Bax, Trp53inp1, Dram1, Mdm2, Sesn1, and Sesn2, among others (Figure 3—figure supplement 1). 

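After etoposide, 11270 of the 15220 genes tested differed between TFEB/TFE3 DKO and WT MEFs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5701 higher and 5569 lower in DKO MEFs. Without etoposide 10157 genes differed, 5066 of them higher and 5091 lower. The change brought by etoposide itself differed between the genotypes, as tested by the interaction term, for 8226 genes, with 4507 above and 3719 below 0 in DKO MEFs relative to WT MEFs. The larger differences were mostly lower in DKO MEFs. Of the genes past the threshold that differed at least 2-fold, 791 were higher and 2595 lower after etoposide. Without etoposide 1167 were higher and 1651 lower, and for the interaction 639 lay above and 1280 below 0. Scaling by library size gave 3977 higher and 6393 lower genes without etoposide, and 5734 above and 3055 below 0 for the interaction, with shifts of -0.12 and 0.10 in the median log2 fold change of all genes. With DESeq2's size factors the genes below 0 were the more numerous, with 5072 higher and 6096 lower after etoposide and 3797 above and 4192 below 0 for the interaction. All 16 genes of Figure 3 were lower in DKO MEFs after etoposide, both among all genes tested and adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Their log2 fold changes ran from -3.39 for Laptm5 to -0.28 for Trp53, with a median of -0.87. The count was 16 under each alternative except the stricter filter, which did not test Laptm5 and gave 15. As a list the 16 genes were lower than the other genes (adjusted p = 6.53e-07 from camera), a call that held under fry and under an estimated correlation between genes. Without etoposide 12 of the genes were already lower in DKO MEFs and 3 were higher, with a median of -0.26 when Laptm5, which had at most 1 count in each untreated library, is left out. The interaction was past the threshold and below 0 for 10 of the genes, or 11 adjusted over the list alone. Its median without Laptm5 was -0.48. Outside this list, and with at least 10 CPM on average, the lowest log2 fold changes after etoposide were those of Mab21l1 (-8.04), Tmem47 (-7.87) and Sox11 (-7.61), and those of Tnn (4.65) and Ccl20 (3.86) were among the highest. These 5 genes already differed without etoposide, with log2 fold changes of -6.60, -8.10, -8.51, 5.14 and 2.98 in the same order. The interactions of Tmem47, Sox11 and Tnn were not past the threshold (adjusted p = 0.727, 0.0575 and 0.0554 from the same edgeR test). Exons of Mab21l1 overlap Nbea and exons of Tmem47 overlap Gm26775, both on the opposite strand. From the lower transcripts after etoposide the paper concludes that the DDR is dysregulated on a large scale in TFEB/TFE3 DKO MEFs.

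**Figure D2:**
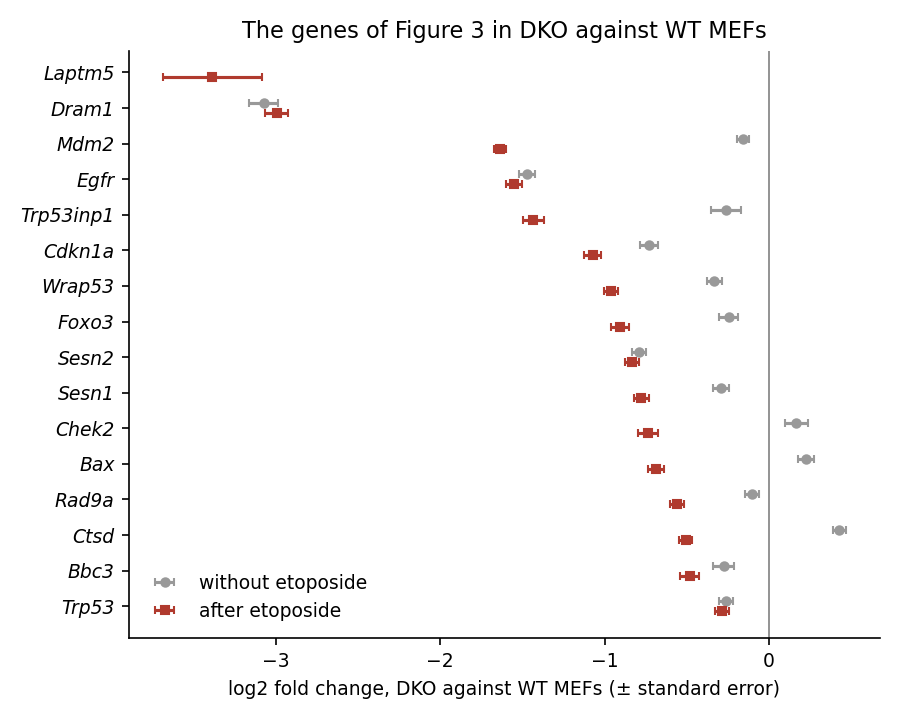
Log2 fold change of the genes of Figure 3 in TFEB/TFE3 DKO against WT MEFs without etoposide (circles) and after etoposide (squares), with bars for the standard error from edgeR's model of 3 libraries per group. All 16 squares lie below 0, and the circles of Ctsd, Bax and Chek2 lie above 0; Laptm5 has no circle because its untreated libraries had at most 1 count.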

Expression levels of these genes were verified using qRT-PCR (Figure 3). The proximal DDR response genes Rad9a and Chek2 are both involved in p53 activation, either directly, as with the p53 kinase activity of Chek2, or indirectly as in the case of Rad9a in its capacity as a DNA damage sensor as part of the 9-1-1 complex (Lim et al., 2015; Zannini et al., 2014). Additionally, Rad9a has been shown to directly interact with and assist in p53 transactivation of certain genes such as Cdkn1a (Ishikawa et al., 2007). The levels of both Rad9a and Chek2 were strongly and significantly downregulated in TFEB/TFE3 DKO MEFs in response to etoposide treatment.

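Rad9a (chromosome 19, 4195196 to 4201662) was measured at 66.9 ± 0.661 CPM in WT MEFs and 45.5 ± 1.04 CPM in TFEB/TFE3 DKO MEFs after etoposide (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.04, adjusted p = 1.56e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of Rad9a overlap Ppp1ca on the opposite strand. Without etoposide it was measured at 50.7 ± 2.39 and 47.2 ± 1.74 CPM (SD, n = 3 each), with overlapping replicates and a log2 fold change of -0.10, which 8 of 16 alternatives did not place past the threshold. Etoposide raised Rad9a in WT MEFs by a log2 fold change of 0.40 (standard error 0.04, adjusted p = 1.07e-07 from the same edgeR test), and the response in DKO MEFs was lower by an interaction of -0.46 (standard error 0.06, adjusted p = 4.59e-06 from the same edgeR test). Chek2 (chromosome 5, 110839979 to 110874145) was measured at 34.3 ± 1.01 CPM in WT MEFs and 20.6 ± 0.534 CPM in DKO MEFs after etoposide (SD, n = 3 each), a log2 fold change of -0.73 (standard error 0.06, adjusted p = 6.11e-09 from the same edgeR test). Without etoposide the levels were 11.9 ± 0.612 and 13.3 ± 1.31 CPM (SD, n = 3 each), so the small excess in DKO MEFs, a log2 fold change of 0.17, lay within the spread of the replicates, and 10 of 16 alternatives did not place it past the threshold. Chek2 rose with etoposide in WT MEFs by a log2 fold change of 1.53 (standard error 0.06, adjusted p = 3.5e-13), and the interaction was -0.90 (standard error 0.09, adjusted p = 2.68e-07), both from the same edgeR test.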

The remaining genes in this list represent well-characterized, direct transcriptional targets of p53. Of these genes, Trp53inp1 and Mdm2, exhibit direct p53 regulatory roles on p53 itself. Trp53inp1 encodes a multifunctional protein involved in antioxidant response, autophagy, and cell death pathways (Cano et al., 2009; Okamura et al., 2001; Seillier et al., 2012). Importantly, Trp53inp1 also exhibits positive feedback towards p53 pro-apoptotic function by promoting phosphorylation of p53 at Ser46 by the kinase HIPK2 (Okamura et al., 2001; Tomasini et al., 2003). Mdm2 encodes an E3 ubiquitin ligase that promotes the degradation of p53 and as a direct transcriptional target of p53 exerts feedback inhibition on the p53 pathway (Manfredi, 2010). The basal levels of Trp53inp1 and Mdm2 were also strongly reduced in TFEB/TFE3 DKO MEFs under etoposide treated conditions, indicating a novel role for TFE3 and TFEB in promoting their transcription in response to DNA damage.

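After etoposide, Trp53inp1 reached 251 ± 13.0 CPM (SD, n = 3) in TFEB/TFE3 DKO MEFs, a log2 fold change of -1.43 against WT MEFs (standard error 0.07, adjusted p = 2.05e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript still rose in DKO MEFs, by a log2 fold change of 4.70 from 9.70 ± 1.54 CPM without etoposide (SD, n = 3), and this rise was smaller than in WT MEFs by an interaction of -1.17 (standard error 0.11, adjusted p = 1.04e-07 from the same edgeR test). Before etoposide the log2 fold change between genotypes was -0.26 with overlapping replicates, and 6 of 16 alternatives did not place it past the threshold. Mdm2 reached 589 ± 5.21 CPM (SD, n = 3) in DKO MEFs after etoposide, a log2 fold change of -1.64 against WT MEFs (standard error 0.04, adjusted p = 1.62e-16 from the same edgeR test). Its untreated level in DKO MEFs was 109 ± 2.38 CPM (SD, n = 3), lower than in WT MEFs by a log2 fold change of -0.16 (standard error 0.04, adjusted p = 0.00135 from the same edgeR test). Mdm2 rose with etoposide by a log2 fold change of 2.44 in DKO MEFs, and the interaction was -1.48 (standard error 0.05, adjusted p = 3.3e-13 from the same edgeR test).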

Similarly, the pro-apoptotic p53 transcribed genes Bbc3 and Bax are significantly downregulated in TFEB/TFE3 DKO MEFs under etoposide treated conditions. 

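Bbc3 (chromosome 7, 16308393 to 16318205) was measured at 46.4 ± 3.14 CPM in WT MEFs and 33.3 ± 1.45 CPM in TFEB/TFE3 DKO MEFs after etoposide (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.06, adjusted p = 9.59e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was already lower without etoposide, at 20.5 ± 1.44 against 16.9 ± 0.851 CPM (SD, n = 3 each), a log2 fold change of -0.28 (standard error 0.07, adjusted p = 0.00128 from the same edgeR test). The interaction of -0.21 (standard error 0.09) was not past the threshold (adjusted p = 0.0585 from the same edgeR test), but 7 of 21 alternatives placed it past the threshold, and it was -0.27 under DESeq2. Bax (chromosome 7, 45461697 to 45466898) was measured at 104.2 ± 5.26 CPM in WT MEFs and 64.6 ± 2.34 CPM in DKO MEFs after etoposide (SD, n = 3 each), a log2 fold change of -0.69 (standard error 0.05, adjusted p = 7.27e-10 from the same edgeR test). Exons of Bax overlap Gm45808 on the same strand. Without etoposide Bax was higher in DKO MEFs, at 45.7 ± 2.88 against 39.1 ± 1.30 CPM (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.05, adjusted p = 0.000829 from the same edgeR test), which was 0.11 and no longer past the threshold with library-size scaling. The interaction was -0.92 (standard error 0.07, adjusted p = 7.54e-09 from the same edgeR test).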

Dram1 is another p53 induced transcript involved in regulation of both autophagy and apoptosis (Crighton et al., 2006). DRAM1 appears to promote apoptosis in a number of physiological contexts at least in part by promoting lysosomal membrane permeabilization (LMP) (Guan et al., 2015; Laforge et al., 2013). We found that both basal levels and etoposide induced levels of Dram1 mRNA are strongly reduced in TFEB/TFE3 DKO MEFs.

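Dram1 (chromosome 10, 88322804 to 88379080) was measured without etoposide at 16.3 ± 0.499 CPM in WT MEFs and 1.93 ± 0.253 CPM in TFEB/TFE3 DKO MEFs (SD, n = 3 each), a log2 fold change of -3.08 (standard error 0.09, adjusted p = 4.51e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After etoposide the levels were 39.0 ± 1.37 and 4.96 ± 0.476 CPM (SD, n = 3 each), a log2 fold change of -2.996 (standard error 0.07, adjusted p = 3.71e-16 from the same edgeR test). The transcript rose with etoposide in DKO MEFs by a log2 fold change of 1.34 (standard error 0.11, adjusted p = 4.13e-09 from the same edgeR test), much as in WT MEFs. The interaction was 0.08 (standard error 0.12), which was not distinguishable from 0 (adjusted p = 0.626 from the same edgeR test), and it was -0.03 without replicate 1 of the untreated DKO MEFs.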

Sesn1 and Sesn2 are highly homologous stress responsive genes that inhibit mTORC1 activity (Cam et al., 2014). They are also both direct transcriptional targets of p53, thus providing a direct mechanistic link between p53 activation in response to DNA damage and TFE3 and TFEB activation (Budanov and Karin, 2008). Sesn1 and Sesn2 were among the strongest downregulated targets in TFEB/TFE3 DKO MEFs in our RNA-Seq experiments. These data were recapitulated by direct qRT-PCR measurements with both genes exhibiting strong reductions in etoposide induced transcript levels, but only Sesn1 exhibiting a significant reduction under basal conditions.

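Sesn1 (chromosome 10, 41809935 to 41908424) was measured after etoposide at 44.1 ± 1.80 CPM in WT MEFs and 25.8 ± 1.03 CPM in TFEB/TFE3 DKO MEFs (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.05, adjusted p = 1.07e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without etoposide the levels were 24.5 ± 0.996 and 20.0 ± 0.184 CPM (SD, n = 3 each), a log2 fold change of -0.29 (standard error 0.05, adjusted p = 6.56e-05 from the same edgeR test). Sesn1 rose with etoposide in WT MEFs by a log2 fold change of 0.85, and the interaction was -0.48 (standard error 0.07, adjusted p = 1.4e-05 from the same edgeR test). Sesn2 (chromosome 4, 132492032 to 132510501) was measured after etoposide at 163 ± 4.67 CPM in WT MEFs and 91.5 ± 5.27 CPM in DKO MEFs (SD, n = 3 each), a log2 fold change of -0.83 (standard error 0.04, adjusted p = 8.9e-12 from the same edgeR test). The difference was as large without etoposide, at 191 ± 3.52 and 111 ± 4.47 CPM (SD, n = 3 each) and a log2 fold change of -0.79 (standard error 0.04, adjusted p = 2.04e-11 from the same edgeR test). The interaction was -0.04 (standard error 0.06, adjusted p = 0.611 from the same edgeR test), and 0.07 with library-size scaling. Sesn2 fell by 0.23 on the log2 scale with etoposide in WT MEFs (standard error 0.04, adjusted p = 6.86e-05 from the same edgeR test) and by 0.27 in DKO MEFs, falls that were not past the threshold with library-size scaling. Ranked by log2 fold change among the 5569 genes lower in DKO MEFs after etoposide, with the largest fall first, Sesn2 stood at place 2947 and Sesn1 at place 3059. The alternative that moved these places most was the stricter filter, with places 1626 and 1732 among 4719 lower genes. Of the other genes of Figure 3, Mdm2 stood at place 1756 and Cdkn1a at place 2460.

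**Figure D3:**
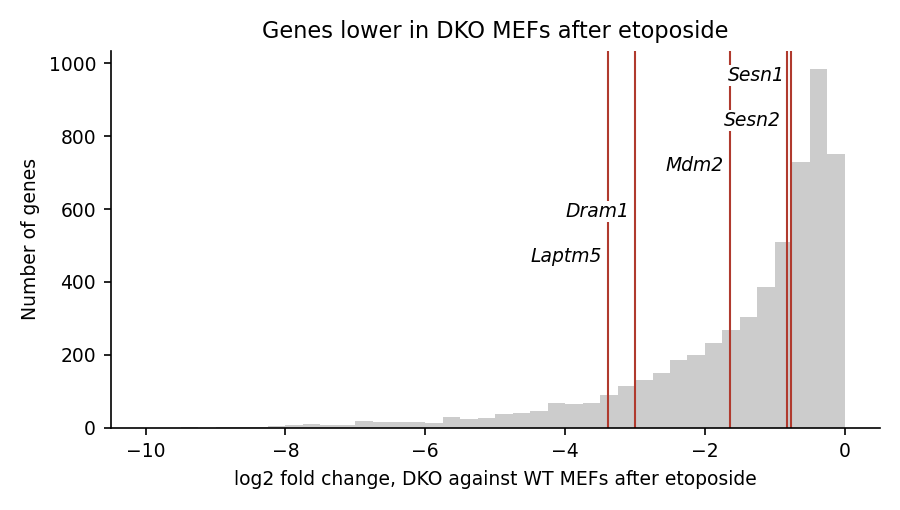
Histogram of the log2 fold change in TFEB/TFE3 DKO against WT MEFs after etoposide for the 5569 genes that were lower at an adjusted p under 0.05, from edgeR's model of 3 libraries per group. The vertical axis gives the number of genes in each bin and the lines mark single genes, with Sesn1 at -0.78 and Sesn2 at -0.83 to the right of Mdm2, Dram1 and Laptm5.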

Many other previously validated direct transcriptional p53 target genes, including Tp53 itself, were identified in the RNA-Seq data set and subsequently confirmed to be down-regulated in TFE3/TFEB DKO MEFs in response to DNA damage (Riley et al., 2008). These include Cdkn1a, an extensively characterized cell-cycle control gene; Laptm5, a gene involved in LMP; the lysosomal hydrolase encoding gene Ctsd and Wrap53, an antisense Tp53 transcript required for Tp53 induction, among others (Figure 3) (Inoue et al., 2009; Mahmoudi et al., 2009; Pommier et al., 2010; Renault et al., 2011).

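Trp53, the mouse gene for p53 (chromosome 11, 69580359 to 69591873), was measured after etoposide at 165 ± 4.801 CPM in WT MEFs and 135 ± 5.69 CPM in TFEB/TFE3 DKO MEFs (SD, n = 3 each), a log2 fold change of -0.28 (standard error 0.04, adjusted p = 8.78e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was of similar size without etoposide, at 140 ± 5.78 and 117 ± 4.58 CPM (SD, n = 3 each) and a log2 fold change of -0.26 (standard error 0.04, adjusted p = 2.83e-05 from the same edgeR test). Etoposide raised Trp53 in WT MEFs by a log2 fold change of 0.24, and the interaction of -0.02 was not distinguishable from 0 (standard error 0.06, adjusted p = 0.786 from the same edgeR test); it was 0.08 with library-size scaling. In the list of 40 known p53 targets outside Figure 3, 39 had a log2 fold change below 0 in DKO against WT MEFs after etoposide and 1 above 0, with a median of -1.20 (adjusted p = 7.18e-13 from camera). Without etoposide 21 were below 0 and 19 above, with a median of -0.05 (adjusted p = 0.957 from camera). These targets rose with etoposide in DKO MEFs by a median log2 fold change of 0.83 (adjusted p = 2.31e-06 from camera), less than in WT MEFs by a median interaction of -1.14 (adjusted p = 5.1e-14 from camera). The calls after etoposide, for the rise in DKO MEFs and for the interaction held under fry and with an estimated correlation between genes, while the difference without etoposide was past the threshold under fry alone.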

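Cdkn1a was lower in TFEB/TFE3 DKO MEFs after etoposide, at 241 ± 13.7 CPM (SD, n = 3), a log2 fold change of -1.07 against WT MEFs (standard error 0.05, adjusted p = 2.89e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also lower without etoposide, at 39.7 ± 1.14 CPM (SD, n = 3), a log2 fold change of -0.73 (standard error 0.05, adjusted p = 1.89e-09 from the same edgeR test). Etoposide raised it by a log2 fold change of 2.60 in DKO MEFs, and the interaction was -0.34 (standard error 0.07, adjusted p = 0.000826 from the same edgeR test). Laptm5 (chromosome 4, 130913125 to 130936141) was near the detection limit. No untreated library of either genotype held more than 1 count, so no fold between genotypes can be given without etoposide. After etoposide it was measured at 2.14 ± 0.521 CPM in WT MEFs and 0.189 ± 0.0768 CPM in DKO MEFs (SD, n = 3 each), a log2 fold change of -3.39 (standard error 0.30, adjusted p = 8.19e-09 from the same edgeR test). Set against a floor of 3 counts in the untreated libraries, Laptm5 was at least 46.2-fold higher after etoposide in WT MEFs. Ctsd (chromosome 7, 142375911 to 142388038), whose exons overlap Gm49369 on the same strand, was higher in DKO MEFs without etoposide, at 529 ± 3.50 against 393 ± 12.7 CPM (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.04, adjusted p = 2.14e-08 from the same edgeR test). It rose with etoposide to 793 ± 38.9 CPM in WT MEFs, a log2 fold change of 1.01, and stood at 558 ± 19.7 CPM in DKO MEFs (SD, n = 3 each). The genotypes then differed by a log2 fold change of -0.51 (standard error 0.04, adjusted p = 1.74e-09), and the interaction was -0.94 (standard error 0.05, adjusted p = 1.93e-10), both from the same edgeR test. Wrap53 (chromosome 11, 69561758 to 69580255) lies 103 bp from Trp53 on the opposite strand, and the exons of the 2 genes do not overlap in this annotation. After etoposide it was measured at 82.4 ± 2.47 CPM in WT MEFs and 42.4 ± 0.159 CPM in DKO MEFs (SD, n = 3 each), a log2 fold change of -0.96 (standard error 0.04, adjusted p = 1.43e-12 from the same edgeR test). Without etoposide the log2 fold change between genotypes was -0.33, Wrap53 rose with etoposide in WT MEFs by 1.07, and the interaction was -0.63 (standard error 0.06, adjusted p = 1.69e-07 from the same edgeR test). The remaining genes of Figure 3, Egfr and Foxo3, had log2 fold changes of -1.55 and -0.91 in DKO against WT MEFs after etoposide (standard errors 0.05 and 0.06, adjusted p = 1.39e-14 and 9.86e-11 from the same edgeR test). Egfr was almost as much lower without etoposide (-1.47) and its interaction of -0.08 was not distinguishable from 0 (adjusted p = 0.344 from the same edgeR test), while Foxo3 had a log2 fold change of -0.24 without etoposide and an interaction of -0.66.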

In order to test if these TFE3 and TFEB dependent defects in DDR and p53 related gene transcription are a conserved in other cell types, we decided to test an independently generated TFEB/TFE3 DKO RAW264.7 macrophage cell line used in a previous study (Pastore et al., 2016). Indeed, the etoposide induced expression of numerous DDR response genes, including Bbc3, Trp53inp1, Sesn1, Sesn2, Chek2, Rad9a, Foxo3, Mdm2, and Wrap53 were strongly downregulated in TFEB/TFE3 DKO RAW264.7 macrophages (Figure 3—figure supplement 1; numerical values Figure 3-figure supplement 1-source data 1 and Supplementary file 2).

### TFE3 and TFEB help sustain p53 protein levels in response to DNA damage

One possible explanation for the reduced p53-dependent transcription observed in TFEB/TFE3 DKO cells is that TFE3 and TFEB play a role in p53 signaling in response to DNA damage. To test this hypothesis, we compared p53 activation and stabilization in WT vs TFEB/TFE3 DKO RAW264.7 cells. These cells were chosen because they exhibit a clear and highly reproducible p53 induction pattern in response to DNA damage. Additionally, SV40 immortalization of the MEFs used in this study can affect p53 stability, causing confounding effects. As expected, WT RAW264.7 exhibited a rapid and sustained increase in total p53 levels and levels of phosphorylation at serine 15. This was correlated with a concomitant increase in the protein levels of the p53 E3 ubiquitin ligase, Mdm2 starting at 2 hr etoposide treatment (Figure 4A and B, see also Figure 9E). Like the WT cells, TFEB/TFE3 DKO RAW264.7 showed a rapid induction of total and phospho-serine 15 p53 until 2 hr etoposide treatment. At this point, total and phospho-serine 15 p53 levels declined at a steady state until they reached close to baseline levels by 8 hr etoposide treatment (Figure 4A and B; numerical values Figure 4—source data 1). Furthermore, the levels of Mdm2 were significantly higher in the TFEB/TFE3 DKO cells at 2 and 4 hr etoposide treatment, precisely when the levels of p53 begin to diverge between the two genotypes (Figure 4A and C; numerical values Figure 4—source data 2). These observations indicate that TFE3 and TFEB are dispensable for the initial activation and stabilization of p53, however their presence is required for a robust and sustained p53 response after prolonged DNA damage, possibly through suppression of Mdm2 protein levels. Given these data, we hypothesized that the presence of TFE3 and TFEB may extend the half-life of p53 under DNA damage conditions. To test this, p53 was induced in both WT and TFEB/TFE3 DKO RAW264.7 cells by treating cells for 2 hr with etoposide, followed by an 8 hr cycloheximide chase, also in the presence of etoposide. As seen in Figure 4D and E; numerical values Figure 4—source data 3, p53 protein levels were elevated for a longer time in WT compared to DKO cells, consistent with our hypothesis. In order to test if the decrease in p53 half-life and protein levels observed in DKO cells after extended periods of DNA damage was due to elevated Mdm2 levels, we assessed p53 protein levels in both cell types after 8 hr treatment with etoposide in the presence and absence of the Mdm2 specific inhibitor, nutlin-3. Nutlin-3 treatment modestly increased the levels of p53 observed in WT RAW264.7 cells. In contrast, nutlin-3 drastically increased the levels of p53 in RAW264.7 TFEB/TFE3 DKO cells, bringing its levels on par with those observed in WT cells (Figure 4F and G; numerical values Figure 4—source data 4). No apparent differences in the ratio of phospho-Ser166 modified Mdm2 to total Mdm2 were detected under any conditions, suggesting that activation of Mdm2 is unaffected by TFEB/TFE3 status (Figure 4F).

**Figure 4.**
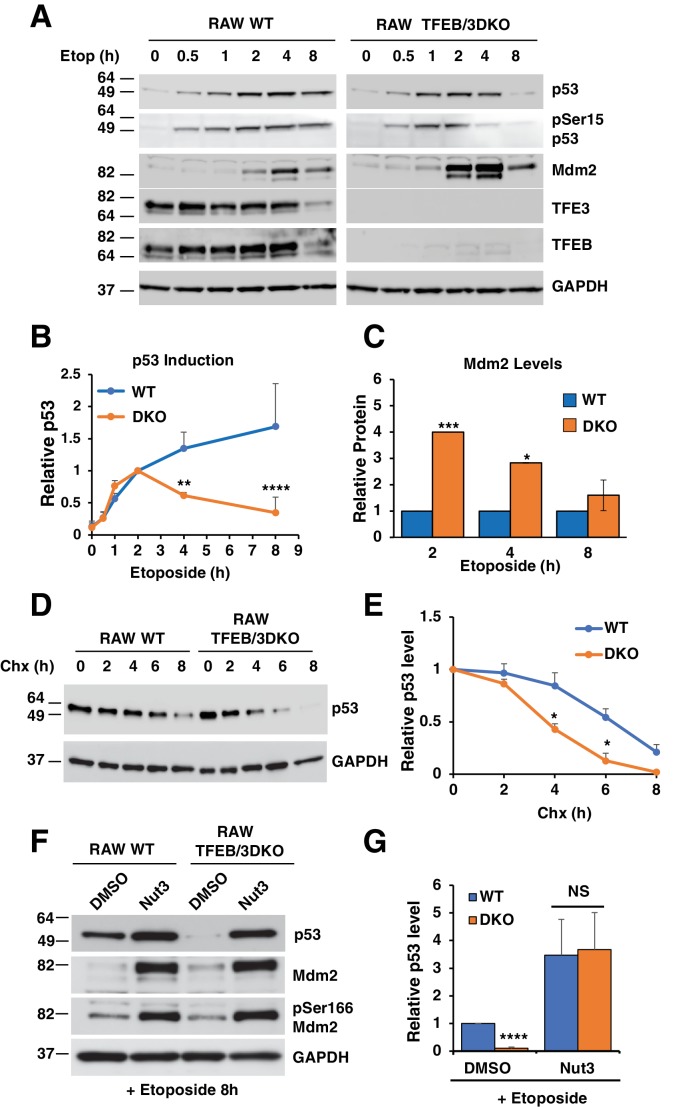
p53 induction in response to DNA damage is impaired in TFEB/TFE3 DKO RAW264.7. 7 cells. (**A**) Representative Western blot showing p53 induction, p53 Ser15 phosphorylation, and Mdm2 levels in WT and TFE3/TFEB DKO RAW264.7 cells following etoposide treatment up to 8 hr. (**B**) Quantification of p53 induction from data shown in A. Data represents mean relative p53 level ± standard deviation with n = 3. Significance tested with two-way ANOVA with Sidak’s multiple comparisons test (**p < 0.01, ****p < 0.0001). (**C**) Quantification of data shown in A. Total Mdm2 levels are significantly increased in TFEB/TFE3 DKO RAW264.7 cells compared to WT controls at 2- and 4 hr etoposide treatment. Data represents mean relative Mdm2 levels ± standard deviation with n=3. Significance tested with Student’s test (*p < 0.05, ***p < 0.001). (**D**) Representative Western blot of cycloheximide chase assay showing decreased p53 half-life in TFEB/TFE3 DKO RAW264.7 cells compared to WT controls. Cells were pre-treated with etoposide 2 hr to induce p53 expression and were chased in the presence of etoposide and cycloheximide. (**E**) Quantification of p53 levels from data shown in D. Data represents mean relative p53 level ± standard deviation with n = 3. Significance tested with Student’s test (*p < 0.05). (**F**) Representative Western blot showing rescue of p53 expression levels by treatment with nutlin-3 in TFEB/TFE3 DKO RAW264.7 cells after 8 hr etoposide treatment. (**G**) Quantification of p53 levels shown in F. Data represents mean relative p53 level ± standard deviation with n = 3. Significance tested using Student’s t-test (****p < 0.0001). 10.7554/eLife.40856.017Figure 4—source data 1.Quantification of p53 induction in WT and TFEB/TFE3 DKO Raw264.7 cells. 10.7554/eLife.40856.018Figure 4—source data 2.Quantification of Mdm2 levles in WT and TFEB/TFE3 DKO Raw264.7 cells. 10.7554/eLife.40856.019Figure 4—source data 3.Quantification of p53 levels in chx-treated WT and TFEB/TFE3 DKO Raw264.7 cells. 10.7554/eLife.40856.020Figure 4—source data 4.Quantification of p53 levels in Nut3-treated WT and TFEB/TFE3 DKO Raw264.7 cells.

### Over-expression of TFEB and TFE3 increases p53 protein stability

Since loss of TFEB and TFE3 was found to affect p53 transcriptional activity and stability in various TFEB/TFE3 knockout cell lines, we predicted that overexpression of constitutively active mutants of TFEB and TFE3 should be sufficient to increase basal p53 expression levels in certain cellular contexts. HeLa cells were chosen to test this hypothesis due to their extremely low levels of basal p53 expression and their ability to robustly over-express high levels of exogenous protein through adenovirus transduction. Overexpression of the constitutively active forms of TFEB (TFEB-S211A) and TFE3 (TFE3-S321A) dramatically increased the basal levels of p53 observed in whole cell lysates (Figure 5A and B; numerical values Figure 5—source data 1). This elevation in p53 protein level was further increased in the presence of etoposide, suggesting a synergistic effect between activated TFE3 or TFEB in response to DNA damage (Figure 5A and B). Under our experimental conditions, endogenous p53 is barely detectable under basal conditions in HeLa cells when assessed via immunofluorescence. However, expression of TFEB-S211A and TFE3-S321A led to a near uniform pattern of p53 expression, predominantly localized in the nuclei of HeLa cells (Figure 5C). Given our data in RAW264.7 cells suggesting that loss of TFE3 and TFEB decreases p53 half-life, we performed a complimentary cycloheximide chase experiment to test if expression of TFEB-S211A and TFE3-S321A could increase the half-life of p53. The half-life of endogenous p53 is less than 15 min in HeLa cells under basal conditions. This was extended beyond 60 min in TFEB-S211A expressing cells and 30 min in TFE3-S321A expressing cells (Figure 5D and E; numerical values Figure 5—source data 2). Quantification of these experiments showed that TFEB-S211A expression significantly increased the relative p53 levels at all cycloheximide chase time points from 15 min to 90 min, while TFE3-S321A expression significantly increased the relative p53 after 30 min cycloheximide chase (Figure 5E). The relatively stronger effect of TFEB-S211A on p53 levels compared to TFE3-S321 may be due to a somewhat higher nuclear localization and stability of the TFEB construct compared to the TFE3 construct.

**Figure 5.**
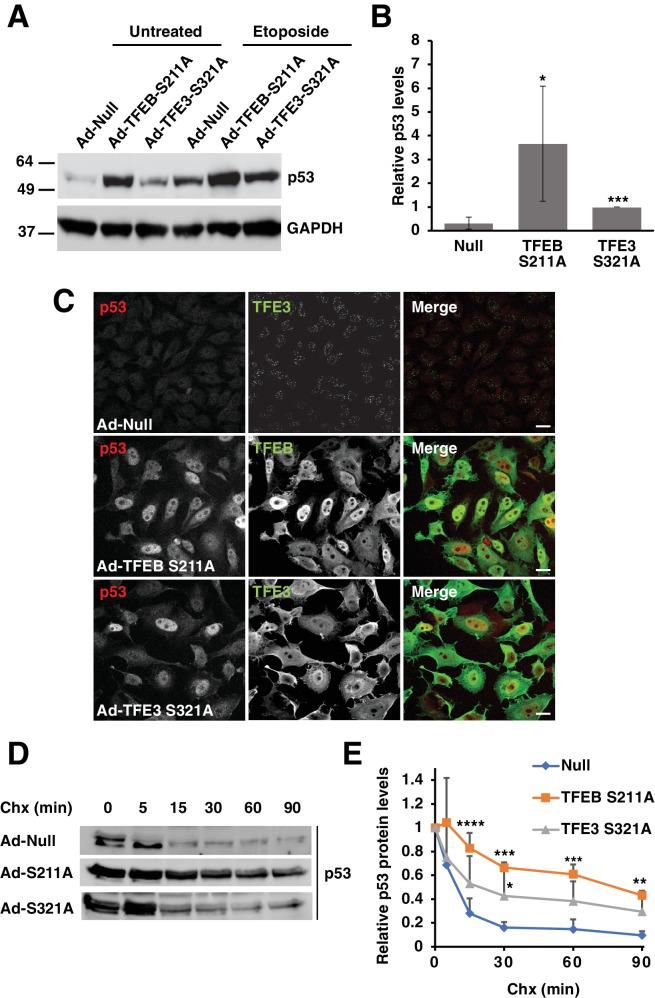
Expression of constitutively active TFEB and TFE3 in HeLa cells increases total p53 protein levels and its extends half-life. (**A**) Representative Western blot showing elevated p53 protein levels in adenovirus infected HeLa cells expressing constitutively active mutants of TFEB and TFE3. Further p53 protein level increases are seen with constitutively active TFEB and TFE3 after treatment with etoposide 8 hr. (**B**) Quantification of basal p53 protein level in HeLa cells expressing constitutively active TFEB and TFE3. Due to the high dynamic range and low detectability of basal endogenous p53 in control cells, values were normalized to intermediate expression samples, TFE3 S321A. Data represents mean relative p53 level ± standard deviation with n = 5 (*p < 0.05, ***p < ). (**C**) Immunofluorescence images of HeLa cells expressing constitutively active TFEB and TFE3 exhibit robust p53 accumulation in the nucleus compared to control cells. Scale bar = 20 μm. (**D**) Representative Western blot of cycloheximide chase assay showing increased stability of p53 in HeLa cells infected with control (Null) adenovirus or adenovirus expressing constitutively active TFEB and TFE3. (**E**) Quantification of cycloheximide chase assay shown in D. Values represent mean p53 protein levels ± standard deviation and each condition normalized relative to time 0 for that cell population with n = 4. Significance tested with two-way ANOVA with Dunnett’s multiple comparisons test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). 10.7554/eLife.40856.022Figure 5—source data 1.Quantification of p53 levels in cells transfected with TFEB and TFE3 active mutants. 10.7554/eLife.40856.023Figure 5—source data 2.Quantification of p53 levels in chx-treated HeLa cells.

**Figure 5—figure supplement 1.**
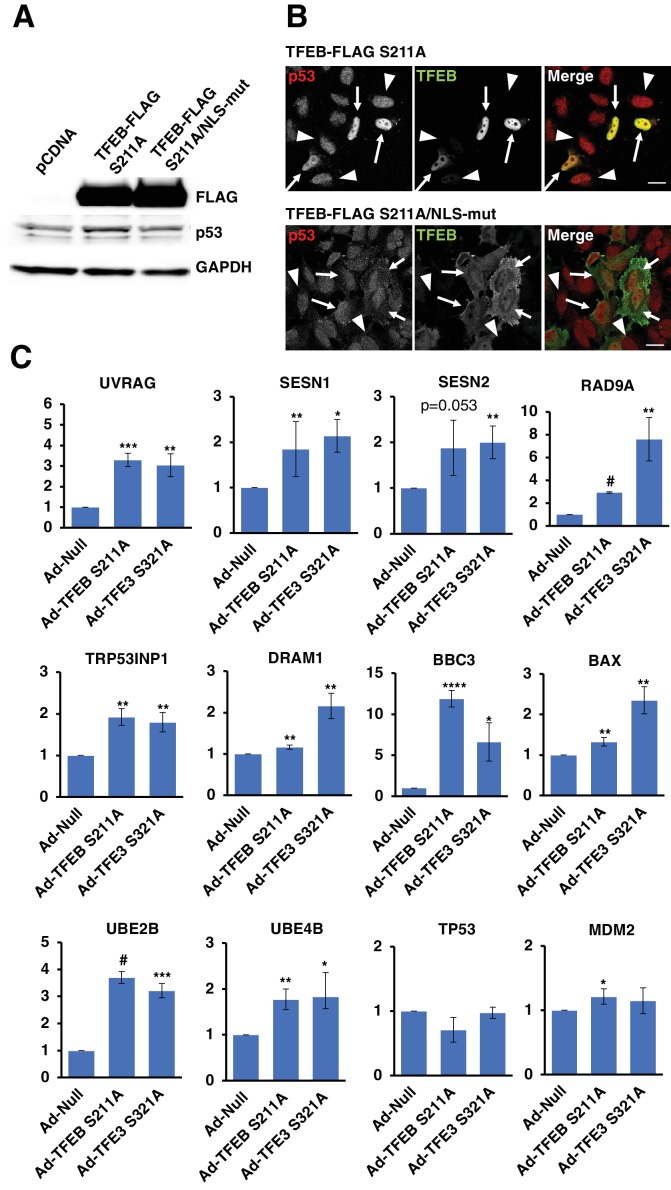
(**A**) Western blot showing that TFEB-S211A expression, but not the NLS mutant, increases p53 protein levels in HeLa cells. (**B**) Immunofluorescence images of HeLa cells expressing either TFEB-S211A or TFEB-S211A/NLSmut. Only the nuclear localized TFEB-S211A expressing cells show appreciable p53 nuclear accumulation. Transfected cells indicated with arrows and untransfected cells indicated with arrowheads. Scale bar = 20 μm. (**C**) qRT-PCR analysis of TFEB-S211A and TFEB-S321A expressing HeLa cells for expression of DNA damage response and p53-dependent genes. All qRT-PCR data represented as geometric mean ± standard deviation and significance tested using Student’s t-test with n = 3 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, #p < 0.00001). 10.7554/eLife.40856.025Figure 5—figure supplement 1—source data 1.qPRC analysis of DDR and p53-dependent gene expression.

In order to rule out that the adenovirus-mediated expression of TFEB-S211A and TFE3-S321A and subsequent increase in p53 protein levels was not due to some non-specific viral effect or due to excessive exogenous protein load, we expressed flag tagged TFEB-S211A from a plasmid which results in significantly lower total expression and a more heterogeneous cellular distribution after transfection. We also expressed a nuclear localization mutated construct, TFEB-S211A/NLSmut. Transfection of HeLa cells with TFEB-S211A, but not TFEB-S211A/NLSmut increased basal p53 protein levels, despite similar expression levels of both constructs (Figure 5—figure supplement 1A). This indicates that TFEB nuclear localization is required for p53 stabilization and this effect is therefore likely due to TFEB transcriptional activity. Immunofluorescence of HeLa cells expressing plasmid encoded TFEB-S211A shows a clear correlation between transfected cells and p53 nuclear accumulation, with untransfected cells exhibiting undetectable p53 (Figure 5—figure supplement 1B). Consistent with our analysis of p53 protein levels in cell lysates, expression of TFEB-S211A/NLSmut failed to induce a strong accumulation of p53 when assessed by immunofluorescence (Figure 5—figure supplement 1B).

Since loss of TFE3 and TFEB leads to defects in DDR genes and p53 related signaling in various cell types, we expect to see an increase in expression of some of these genes in response to overexpression of constitutively active TFE3 and TFEB. Adenovirus mediated expression of TFEB-S211A and TFE3-S321A in HeLa cells lead to a significantly increased expression of the basal levels of a number of these genes, including Bbc3, Trp53inp1, Sesn1, UVRAG and Rad9A (Figure 5—figure supplement 1C; numerical values Figure 5—figure supplement 1—source data 1). Additionally, the p53 regulatory genes Ube2b and Ube4b, which encode p53 E2 and E4 ubiquitin ligases were also strongly upregulated by TFEB-S211A and S321A. (Figure 5—figure supplement 1C). Importantly, over-expression of TFEB-S211A and S321A did not cause Tp53 transcriptional upregulation, further suggesting a role of TFEB and TFE3 in promoting p53 protein stabilization (Figure 5—figure supplement 1C).

### DNA damage induces lysosomal membrane permeabilization in a TFE3 and TFEB dependent manner

LMP has long been known to be a downstream effect of p53 activation (Yuan et al., 2002). LMP occurs when the integrity of the lysosomal limiting membrane is disrupted, allowing the release of lysosomal hydrolases into the cytosol and may result in either apoptosis or necrosis, depending on the nature and extent of the lysosomal permeabilizing stimulus and the cell type involved (Repnik et al., 2014).

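In the RNA-Seq libraries of TFEB/TFE3 DKO and WT MEFs after etoposide, Dram1 and Laptm5 stood at places 733 and 566 among the 5569 genes lower in DKO MEFs, ranked by log2 fold change with the largest fall first. The 3 WT libraries held 2592 to 3346 counts of Dram1 and the 3 DKO libraries 272 to 464. Laptm5 rested on far fewer counts, 127 to 199 in the WT libraries and 5 to 22 in the DKO libraries. With each of the 6 libraries left out in turn, the log2 fold change stayed between -3.08 and -2.95 for Dram1 and between -3.60 and -3.22 for Laptm5. Only Dram1 could be compared between genotypes without etoposide, where the WT libraries held 1027 to 1362 counts and the DKO libraries 109 to 189.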

Given that TFE3 and TFEB have been previously linked to apoptotic regulation (Martina et al., 2016) and that expression of Dram1 and Laptm5, two p53-induced genes implicated in LMP and apoptosis, is strongly downregulated in TFEB/TFE3 cells, we hypothesized that TFE3 and TFEB may exert some of their apoptotic activity through LMP. To measure LMP, we used an immunofluorescence galectin puncta assay which measures galectin-1 localization with LAMP1. Under normal conditions, galectin-1, a β-galactoside binding protein, is localized throughout the cytosol and nucleus. After LMP, galectin-1 can pass through the lysosomal limiting membrane and bind to the carbohydrate rich glycocalyx within the lysosomal lumen. In WT MEFs, etoposide treatment resulted in a time dependent increase in LMP, with most cells exhibiting significant LMP by 8 hr, while untreated MEFs exhibit extremely low levels of detectable LMP (Figure 6A–D; numerical values Figure 6—source datas 1 and 2). In TFEB/TFE3 DKO MEFs, a significantly reduced proportion of cells exhibit LMP by 8 hr etoposide, and those that do, had fewer galectin-1 positive puncta on average than control cells (Figure 6A and Figure 6C,D). The small molecule, LLOMe, accumulates within lysosomes where it exhibits direct membranolytic activity (Repnik et al., 2014). In contrast to etoposide treatment, LLOMe treated MEFs exhibited extensive and equivalent degrees of LMP activity in both WT and DKO backgrounds (Figure 6A). This indicates that DKO MEFs are physically capable of inducing LMP, however TFE3 and TFEB participate in induction of LMP in response to DNA damage.

**Figure 6.**
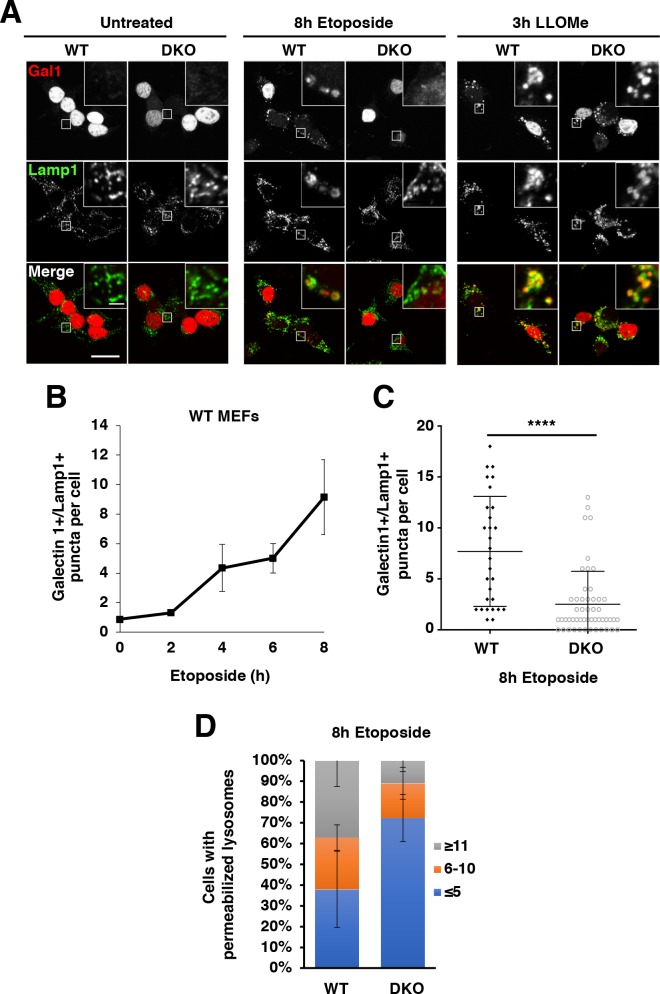
TFEB and TFE3 are essential for etoposide-induced lysosomal membrane permeabilization in MEFs. (**A**) Immunofluorescence images showing LMP in MEFs. Red galectin-1 puncta appear co-localized or within the lumen of green Lamp1 positive lysosomes. No LMP is detected under basal conditions in either WT or TFEB/TFE3 DKO MEFs. Treatment with etoposide induces profound LMP in WT, but not TFEB/TFE3 DKO cells. No differences in LMP induction were detected in LLOMe treated cells, regardless of genotype. Scale bar = 20 μm, inset = 2 μm. (**B**) WT MEFs exhibit a time-dependent increase in LMP after etoposide treatment. Quantification of data shown in A of galectin-1+/Lamp1 + LMP puncta per WT MEF cell. Data represent mean number of puncta per cell ± standard deviation from randomly selected confocal images, with > 20 cells per counted for each time point over three separate experiments. (**C**) Quantification of total number of galectin-1+/Lamp1+ LMP puncta per cell in WT vs TFE3/TFEB DKO MEFs treated for 8 hr with etoposide. Distribution is representative of one of the three independent experiments performed and shows 29 randomly selected WT MEF cells and 51 randomly selected TFEB/TFE3 DKO MEF cells. Significance determined using Student’s t-test (****p < 0.0001). (**D**) Quantification of overall galectin-1+/Lamp1+ LMP puncta distribution after 8 hr etoposide treatment in WT versus TFE3/TFEB DKO MEFs. Data were binned from three separate experiments with > 100 cells represented in each category and a minimum of 29 cells from each trial. 10.7554/eLife.40856.027Figure 6—source data 1.Quantification of LMP following etoposide treatment. 10.7554/eLife.40856.028Figure 6—source data 2.Quantification of galectin-1/lamp1-positive puncta in WT and DKO MEFs treated with etoposide.

### Apoptotic cell death due to DNA damage is facilitated by TFE3 and TFEB

We have previously shown that TFEB/TFE3 DKO MEFs exhibit delayed cell death in response to ER-Stress (Martina et al., 2016). In order to test if TFE3 and TFEB contribute to canonically p53-dependent, DNA damage induced apoptosis, we tested the viability of RAW264.7 cells exposed to etoposide.

First, we looked at Caspase-3 cleavage, a biochemical indicator of apoptosis. Both WT and TFEB/TFE3 DKO RAW264.7 cells exhibited detectable cleaved Caspase-3 after 8 hr etoposide treatment (Figure 7A). However, WT RAW264.7 cells exhibited a sustained and much higher degree of detectable Caspase-3 after prolonged etoposide treatment for 16 and 24 hr, which was highly significant at 16 hr (Figure 7A and B; numerical values Figure 7—source data 1), suggesting that TFE3 and TFEB are critical for the proper induction of DNA damage induced apoptosis. Interestingly, LMP has been shown to occur downstream of caspase activation in etoposide treated cells and LMP in turn has been shown to promote the apoptotic cell death, indicating that the LMP defects and apoptotic defects observed in our studies may be linked as well (Oberle et al., 2010).

**Figure 7.**
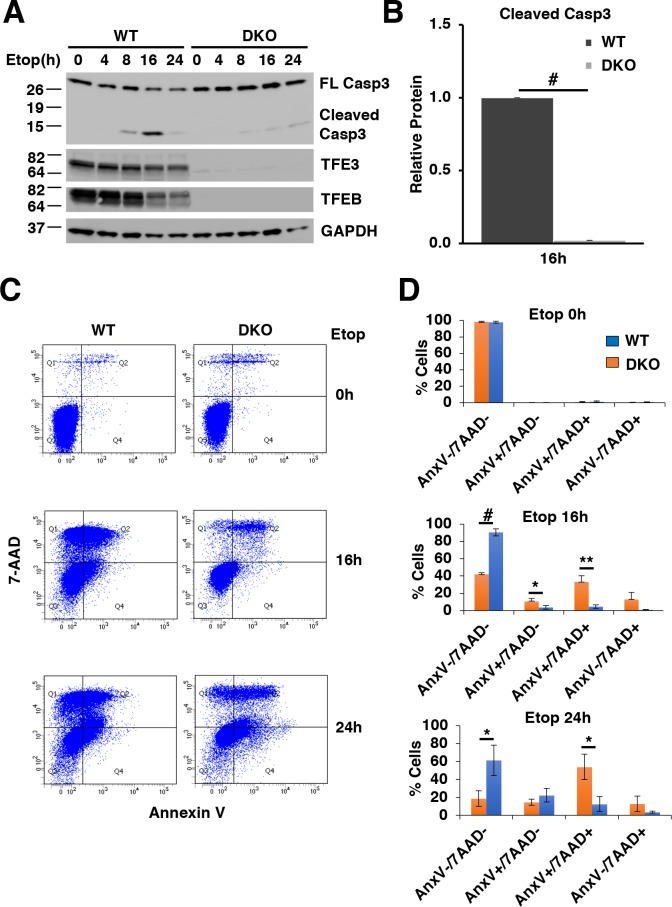
TFE3 and TFEB are necessary for proper execution of apoptosis in response to DNA damage in RAW264.7 cells. (**A**) Representative Western blot showing Caspase-3 cleavage in response to increasing time of etoposide treatment. (**B**) Quantification of data shown in A indicating defects in Caspase-3 cleavage in TFEB/TFE3 DKO RAW264.7 cells. Cleaved Caspase-3 levels are normalized to WT cells after 16 hr etoposide treatment with n = 3. Significance tested with Student’s t-test (#p < 0.00001). (**C**) Annexin V/7-AAD flow cytometry assay data showing an impaired progression through early (AnnexinV+/7-AAD-) and late (AnnexinV+/7-AAD+) apoptosis in TFEB/TFE3 DKO RAW264.7 cells after 16 and 24 hr etoposide treatment. (**D**) Quantification of data shown in C. Data taken from three independent experiments and significance tested using Student’s t-test (*p < 0.05, **p < 0.01, #p < 0.00001). 10.7554/eLife.40856.030Figure 7—source data 1.Quantification of cleaved Caspase-3 levels. 10.7554/eLife.40856.031Figure 7—source data 2.Quantification of AnnexinV/7AAD levels by flow cytometry assays.

Early in apoptosis, cells exhibit increased phosphatidylserine on the outer leaflet of the plasma membrane. This can be quantified with flow cytometry by measuring the level of Annexin V bound to the cell surface. Cell death can similarly be quantified by assessing the integrity of the plasma membrane through detection of the membrane impermeant dye, 7-AAD within the cell population. For this assay, cells negative for both Annexin V and 7-AAD (Annexin V^-^/7-AAD^-^) are considered live, cells positive for Annexin V and negative for 7-AAD (Annexin V^+^/7-AAD^-^) are indicative of early apoptosis, cells positive for both Annexin V and 7-AAD (Annexin V^+^/7-AAD^+^) are undergoing late apoptosis, and cells negative for Annexin V and positive for 7-AAD (Annexin V^-^/7-AAD^+^) are exhibiting necrosis-like characteristics. WT and TFEB/TFE3 DKO RAW264.7 cells both exhibit high viability under un-stressed conditions with minimal apoptosis detected (Figure 7C and D; numerical values Figure 7—source data 2). After 16 and 24 hr etoposide treatment, major differences in cell viability were observed with significantly more live TFEB/TFE3 DKO compared to RAW264.7 WT cells as evidenced by the number of AnnexinV^-^/7-AAD^-^ cells detected. This is paralleled with a significant increase in the number of Annexin V^+^/7-AAD^-^ (early apoptotic) and/or Annexin V^+^/7-AAD^+^ (late apoptotic) in WT RAW264.7 cells compared to TFEB/TFE3 DKO cells at 16 hr and 24 hr etoposide treatment, respectively (Figure 7C and D). These results indicate that TFE3 and TFEB are indispensable for efficient apoptosis induction in response to DNA damage.

### Altered cell cycle regulation in TFEB/TFE3 knockout cells

The comparative transcriptome analysis between etoposide-treated WT and TFEB/TFE3-DKO RAW264.7 cells revealed that close to 5000 genes were differentially express between both cell lines (Figure 8A and B, Supplementary file 2). Gene ontology (GO) analysis of ‘Biological Process’ terms showed a very strong down-regulation of genes implicated in response to DNA damage and DNA repair (Figure 8—figure supplement 1A). This was to be expected given the reduced p53 levels in DKO cells. More surprising was the significant downregulation of genes implicated in cell cycle regulation (Figure 8—figure supplement 1A). In fact, the most significantly downregulated categories were those related to mitosis, including ‘M phase’, ‘M phase of mitotic cell cycle’, ‘nuclear division’, ‘mitosis’, ‘organelle fission’, ‘chromosome segregation’, ‘mitotic cell cycle’ and ‘cell division’. Furthermore, the heatmap of the 50 most significantly dysregulated genes in etoposide-treated TFEB/TFE3 DKOs included several critical regulators of the cell cycle, including Ccnb1 (Cyclin B1), Ccnb2 (Cyclin B2), Ccna2 (Cyclin A2), AurkB (Aurora kinase B), Birc5 (Survivin), Plk1 (Polo like kinase 1) and Ttk (Ttk protein kinase), as well as genes implicated in chromosome segregation and cytokinesis such as Nuf2 (NDC80 kinetochore complex component), Prc1 (protein regulator of cytokinesis 1), Nusap1 (nucleolar and spindle associated protein 1), Cenpe (centromere protein E), Esco2 (establishment of sister chromatid cohesion N-acetyltransferase 2), Cep55 (centrosomal protein of 55 kDa), Espl1 (extra spindles poles-like 1), Knl1 (kinetochore scaffold 1) and Spag5 (astrin) (Figure 8—figure supplement 1B).

**Figure 8.**
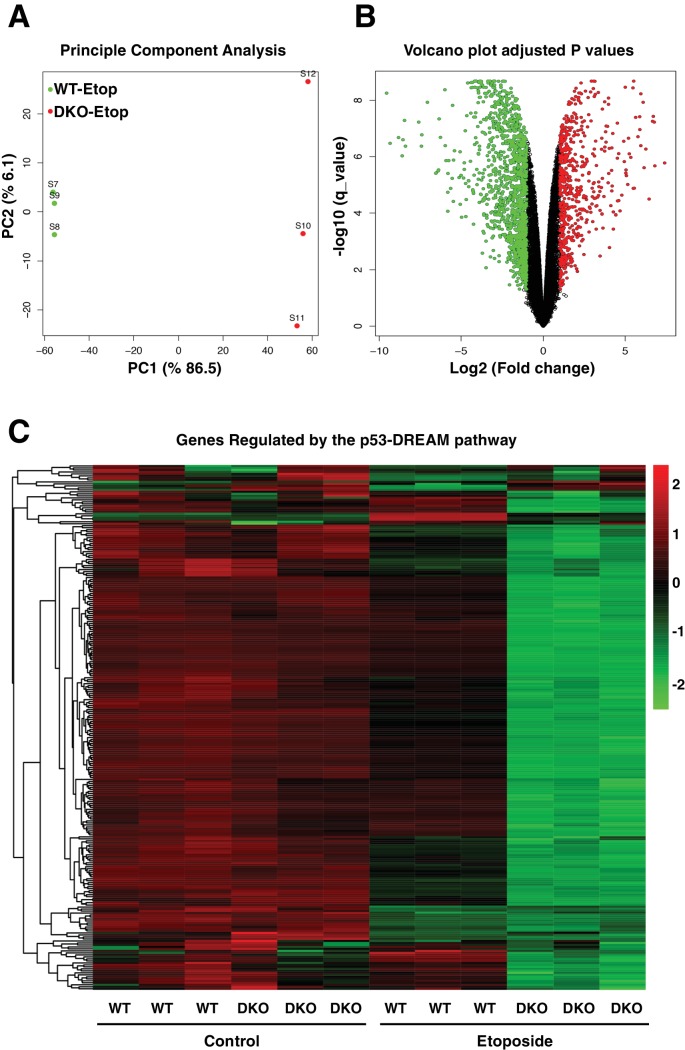
Comparative gene expression of etoposide-treated WT and TFEB/TFE3-DKO RAW264.7 cells. (**A**) Principal component analysis of genes with q-value < 0.05 reveals distinct clustering of WT and TFEB/TFE3 DKO RAW 264.7 cells exposed to etoposide. (**B**) Volcano plot indicating distribution of genes significantly down- and up-regulated in WT versus TFEB/TFE3 DKO RAW264.7 cells exposed to etoposide for 8 hr. Cutoffs indicate genes with q-value < 0.05. (**C**) Hierarchical cluster heat map showing expression of DREAM pathway genes in three independent samples of WT and TFEB/TFE3 DKO RAW264.7 cells following etoposide treatment for 8 hr. Each row shows the relative expression level of a single mRNA. Each column shows the expression level of a single sample. Up-regulated mRNAs are shown in red and down-regulated mRNAs are shown in green.

**Figure 8—figure supplement 1.**
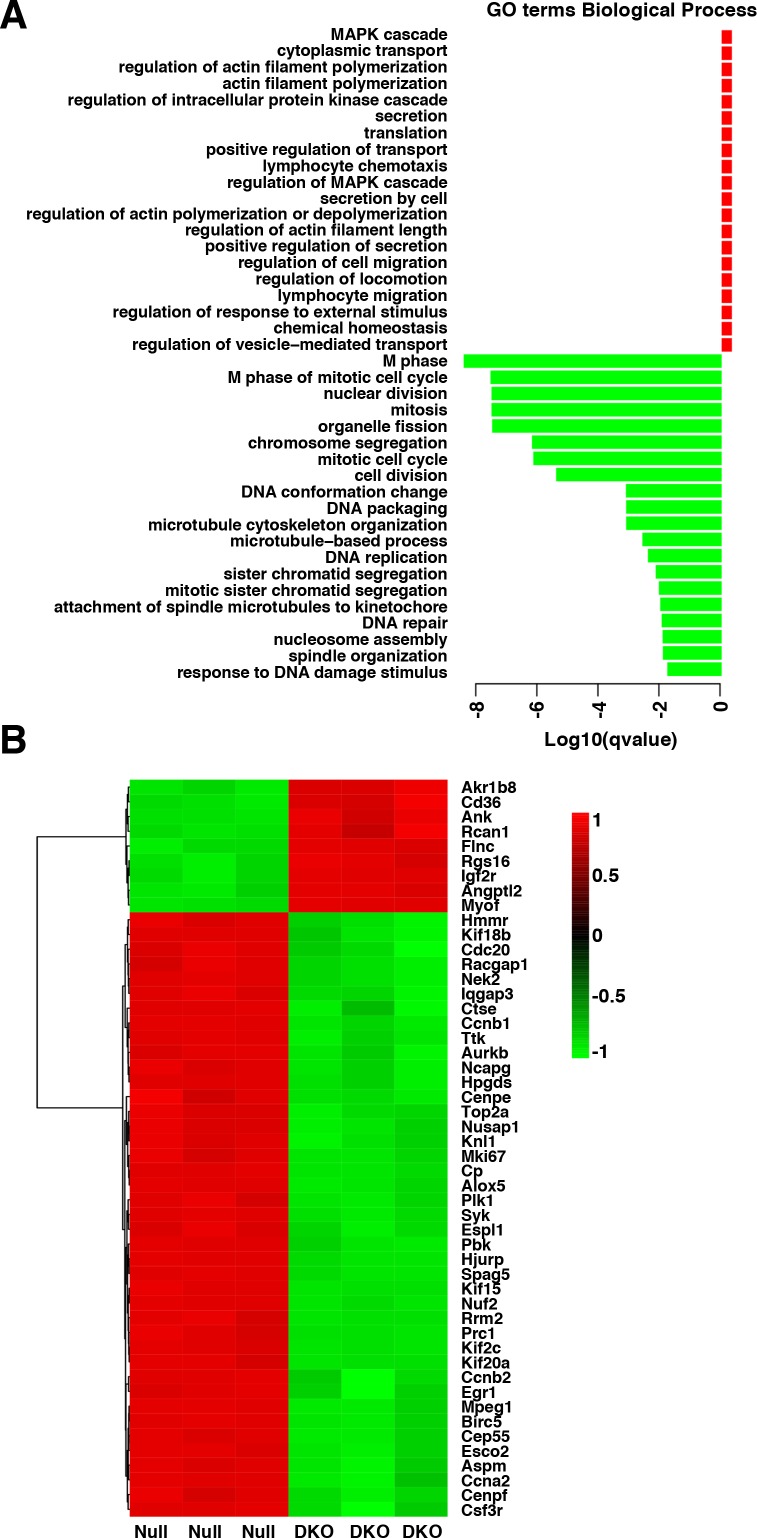
(**A**) Enriched GO terms in the ‘Biological Process’ category of differentially expressed genes between etoposide-treated WT and TFEB/TFE3 DKO RAW264.7 cells. GO terms are ranked by q value (< 0.05). (**B**) Heatmap showing unsupervised hierarchical clustering of the 50 most significantly (q value < 0.05) differentially expressed genes between WT and TFEB/TFE3 DKO RAW264.7 cells following 8 hr of etoposide treatment. Up-regulated genes are shown in red, down-regulated genes are shown in green.

Recent evidence suggests that the inability to induce apoptosis in conditions of persistent DNA damage may lead to senescence as an irreversible cell cycle arrest (Qian and Chen, 2010). The primary mechanism for G2/M cell cycle arrest triggered by p53 is the p21-mediated stabilization of the dimerization partner, RB-like, E2F and multi-vulval class B (DREAM) complex, a transcriptional repressor complex which is central to the downregulation of cell cycle-related genes (Quaas et al., 2012). In parallel, p21 also inhibits CDK-dependent phosphorylation of the retinoblastoma protein (Rb) to keep E2F-regulated genes in an inactive state, thus preventing the transition from the G1 phase to the DNA synthesis S phase (Niculescu et al., 1998; Xiong et al., 1993).

The DREAM pathway coordinately downregulates more than 250 genes implicated in DNA replication, mitotic spindle assembly, nucleosome packaging and chromosome segregation, among others (Engeland, 2018). Therefore, we decided to compare expression of DREAM targets between WT and TFEB/TFE3 DKO cells. As seen in Figure 8, no major differences were observed in the expression of cell cycle regulators between WT and DKOs under control conditions (Figure 8C, Supplementary file 3). In contrast, 91% (240 out of 262) of the genes regulated by the DREAM pathway showed a much more significant downregulation in TFEB/TFE3 DKO than in WT cells following etoposide treatment (Figure 8C, Supplementary file 3). These results indicate that the DREAM complex remains hyperactive in TFEB/TFE3-depleted cells in response to genotoxic stress.

The hyperactivation of the DREAM complex may be a consequence of the inability of the TFEB/TFE3 DKO cells to induce apoptosis in response to prolonged DNA damage. Alternatively, TFEB and TFE3 might have a more direct role in the regulation of cell cycle checkpoints in response to stress. We have previously performed ChIP-seq analysis for TFE3 in RAW 264.7 cells subjected to different stress conditions (Pastore et al., 2016). To investigate whether TFEB and TFE3 may have a direct role in cell cycle regulation, we reanalyzed our data in search for key cell cycle regulators which expression might be directly regulated by these transcription factors. Interestingly, we observed increased TFE3 binding to the promoter of CDK4 and CDK7 following TFE3 activation (Figure 9A). CDK4 plays a critical role in Rb inactivation and disassembly of the DREAM complex, while CDK7 functions as a CDK-activating kinase (CAK) by directly phosphorylating several of the CDKs and directly controlling cell-cycle progression (Guiley et al., 2015; Malumbres, 2014). To confirm that TFEB/TFE3 regulate CDK4 and CDK7 expression, we expressed constitutive active versions of TFEB and TFE3 in HeLa cells. As seen in Figure 9B–C; numerical values Figure 9—source datas 1 and 2, over-expression of either TFEB or TFE3 resulted in a significant increase in CDK4 and CDK7 mRNA and protein levels. Furthermore, phosphorylation of Rb, a CDK4 target, was significantly reduced in TFEB/TEF3 DKO cells (Figure 9D–F; numerical values Figure 9—source data 3). We also observed reduced RBL2 phosphorylation in TFEB/TFE3-depleted cells (Figure 9D). It has been recently described that phosphorylation of RBL2 by CDK4 is critical to weaken the activity of the DREAM complex (Guiley et al., 2015), offering a possible explanation for the observed hyperactivation of the DREAM complex in TFEB/TFE3 DKOs. Therefore, these results suggest that TFEB and TFE3 may have an important and previously unrecognized role in the regulation of the cell cycle checkpoints.

**Figure 9.**
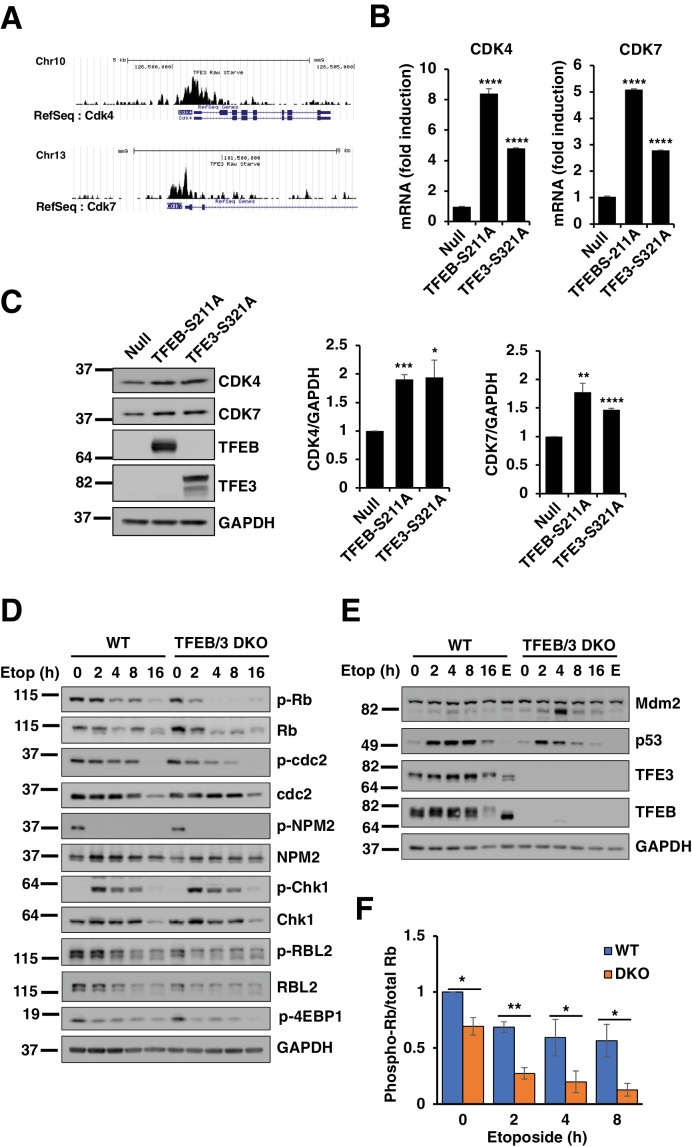
TFEB and TFE3 promote expression of cell cycle regulators. (**A**) Profiles of Chip-seq analysis for TFE3 in CDK4 and CDK7 promoters in RAW264.7 cells under stress condition. (**B**) qPCR-based quantification of CDK4 and CDK7 mRNA levels in adenovirus infected HeLa cells expressing control (Null) or constitutively active mutants of TFEB and TFE3. Data represented as geometric mean ± standard deviation and significance tested using Student’s t-test with n = 3 (***p < 0.001, ****p < 0.0001). (**C**) Representative Western blot showing CDK4 and CDK7 levels in adenovirus infected HeLa cells expressing constitutively active mutants of TFEB and TFE3. Quantification of protein levels are shown on the right panels. Data represents mean relative CDK4 and CDK7 to GAPDH levels ± standard deviation. Significance tested using Student’s t-test with n = 3 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). (**D**) Representative Western blot showing the expression of cell cycle regulators in response to etoposide treatment in WT versus TFEB/TFE3 DKO RAW264.7 cells. (**E**) Representative Western blot showing Mdm2 and p53 levels in WT and TFEB/TFE3 DKO RAW264.7 cells following etoposide treatment. EBSS, indicated as E, was used for 2 hr as a positive control for maximum mTORC1 inhibition. All the western blots are representative of three independent experiments. (**F**) Quantification of phospho-Rb/total-RB ratios from data shown in D. Data represents mean relative phospho-Rb to total Rb level ± standard deviation with n = 3. Significance tested using Student’s t-test (*p < 0.05, **p < 0.01). 10.7554/eLife.40856.035Figure 9—source data 1.qPCR data showing CDK4 and CDK7 levels in cells expressing TFEB and TFE3 active mutants. 10.7554/eLife.40856.036Figure 9—source data 2.Quantification of CDK4 and CDK7 protein levels. 10.7554/eLife.40856.037Figure 9—source data 3.Quantification of phospho-RB/total-RB ratio.

In summary, our data show that the cellular response to DNA damage is profoundly altered in the absence of TFEB and TFE3. The reduced stability of p53, enhanced cell cycle arrest, and inability to induce apoptosis under conditions of persistent genotoxic stress may push cells towards senescence and have important consequences in cancer progression.

## Discussion

TFEB and TFE3 are master transcriptional regulators of autophagy and lysosome biogenesis in response to starvation. However, recent studies have revealed new roles for these transcription factors in the control of a number of diverse biological functions, including the inflammatory process, the unfolded protein response and metabolic regulation. These different functions are often cell type or tissue specific and constitute a response to a variety of physiological stressors. Additionally, there is ample evidence that TFEB and TFE3 directly upregulate the expression of other transcription factors and co-activators involved in stress responsive pathways, such as ATF4 in ER stress and Pgc1a in metabolic stress (Martina et al., 2016; Settembre et al., 2013). Similarly, the tumor suppressor p53 represents a master transcriptional regulator of the DNA damage response which promotes cell-cycle arrest, DNA repair, and ultimately apoptosis (Bunz et al., 1998). Much like TFEB and TFE3, p53 has also been implicated in a number of additional biological processes, including autophagy, angiogenesis, metabolism, and cell migration in response to different stress conditions (Bieging and Attardi, 2012; Tasdemir et al., 2008; Zhang et al., 2017).

In this study, we present a two-part model in which p53 and TFE3/TFEB regulate each other’s functions during different phases of the DNA damage response (Figure 10). After DNA damage events, p53 is rapidly activated to promote the transcription of numerous downstream targets involved in DNA repair, cell cycle arrest and apoptosis. Some of these targets of p53 transcription, including Sesn1 and Sesn2, inhibit mTORC1 signaling. We propose that in response to DNA damage, p53 activates TFEB and TFE3 through its inhibitory effects on mTORC1 activity. This p53-dependent activation of TFEB and TFE3 further enhances p53 signaling through both feedback and feedforward mechanisms. TFEB and TFE3 activation results in increased p53 stabilization and protein levels, resulting in enhanced expression of a number of transcripts involved in the DNA damage response. We hypothesize that when successful DNA repaired is achieved, activation of TFEB and TFE3 might contribute to cell survival, for example by promoting autophagy and re-initiation of the cell cycle. However, under conditions of prolonged DNA damage, like the ones presented in this study, TFEB and TFE3 ultimately facilitate apoptosis. TFEB/TFE3-mediated upregulation of Dram1, Laptm5 and other regulators of lysosome stability results in increased LMP. This LMP, combined with other pro-apoptotic targets of both p53 and TFEB/TFE3, such as Bbc3, and Bax, ultimately results in apoptotic cell death. In cells lacking TFEB and TFE3, the inability to induce efficient apoptosis in response to prolonged DNA damage results in the hyper-repression of multiple genes implicated in cell cycle and proliferation, a circumstance that may direct cells to senescence or quiescence and have important implications in cellular transformation.

**Figure 10.**
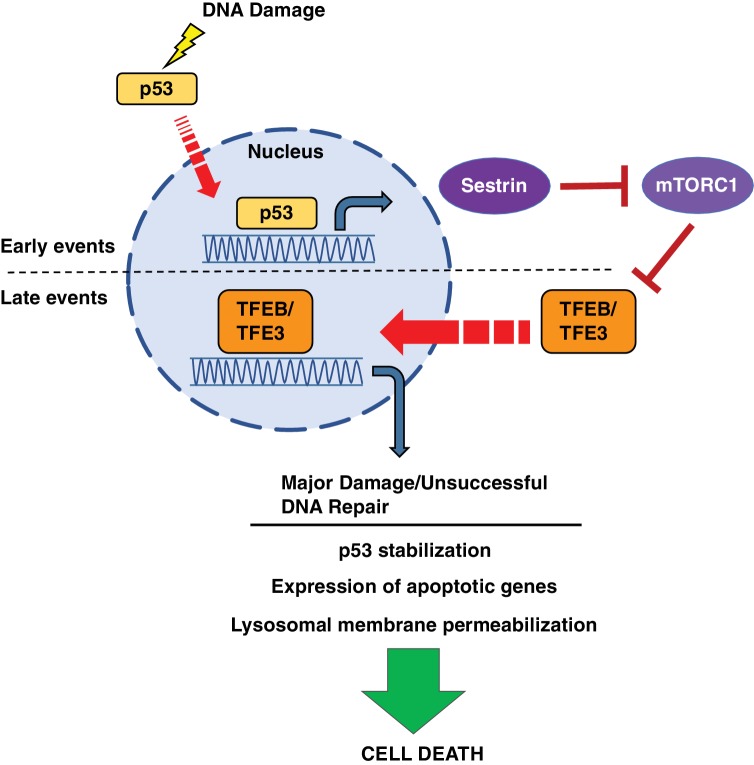
Schematic representation of a novel p53-mTORC1-TFEB/TFE3 pathway activated by DNA damage stress. Following DNA damage stress, p53 rapidly promotes the transcription of numerous downstream targets involved in DNA repair, cell cycle arrest and apoptosis. Some p53 targets, such as the members of the sestrin family, cause a reduction in mTORC1 activity, thus leading to TFEB and TFE3 activation. This p53-dependent activation of TFEB and TFE3 results in enhanced p53 signaling.

The contribution of TFEB and TFE3 to cancer is probably complex and context dependent. It has long been documented that multiple translocation events, resulting in five described TFE3 gene-fusion products and one TFEB gene fusion product, result in renal cell carcinoma (RCC) (Kauffman et al., 2014). The manner in which these gene fusions promote oncogenesis is poorly understood, but it is thought that TFE3 and TFEB gene fusion products may upregulate oncogenic pathways already active in the cell such as the Wnt-beta-catenin and mTORC1 pathways (Calcagnì et al., 2016). This is because the fusion products maintain the DNA binding bHLH-LZ zipper domains of TFE3 and TFEB, but are under the transcriptional control of new, stronger promoters (Kauffman et al., 2014). Alternatively, these fusion products may act as loss of function mutations or may otherwise possess some novel transforming activity owing to their altered conformations. One TFE3 fusion, PSF-TFE3, has been reported to sequester both wild type TFE3 and p53 out of the nucleus, resulting in loss of both TFE3 and p53 transcriptional activity (Mathur et al., 2003). We attempted to detect an interaction between TFE3 and p53 using various immunoprecipitation protocols but were unable to do so with endogenous proteins (data not shown).

Our data suggest that TFEB and TFE3 might have a more direct role in cell cycle regulation than previously anticipated. It has been reported that TFE3 over-expression allows cells to escape from Rb-induced cell cycle arrest (Nijman et al., 2006). In addition, depletion of TFEB reduces proliferation of pancreatic and prostate cancer cells (Blessing et al., 2017; Perera et al., 2015), further suggesting that these transcription factors function as oncogenes. In agreement with these studies, we found that the Rb and DREAM pathways remain hyperactive in TFEB/TFE3-depleted cells, resulting in reduced expression of multiple genes implicated in cell cycle progression. Importantly, our observations that TFEB and TFE3 directly regulate expression of CDK4 and CDK7 provides mechanistic insight to understand how over-expression of these transcription factors may result in cell cycle progression and abnormal proliferation.

At the same time, one can envision situations in which TFEB and TFE3 act as antioncogenes. For example, deficient TFEB and TFE3 activation in response to genotoxic stress may lead to an abnormal and inefficient p53 response, facilitating the accumulation of damaged cells. In addition, the inability to induce p53-dependent apoptosis and the sustained cell cycle arrest in response to prolonged stress may facilitate the induction of senescence, a condition that has been linked to metastasis and therapy resistance due to the ability of senescence cells to secrete interleukins and matrix metalloproteinases (Gonzalez-Meljem et al., 2018). Therefore, we propose that TFEB and TFE3 are important contributors to the fine-tune balance between cell cycle arrest/repair/survival, apoptosis, and senescence/quiescence pathways.

In summary, our data suggest a model in which TFEB/TFE3 and p53 mutually reinforce each other’s transcriptional signaling functions and offers further evidence that disrupting TFEB and TFE3 can result in diminished p53 signaling capacity, with wide-ranging implications for renal cell carcinomas and other cancers. Future studies investigating the p53-dependent transcriptome in renal cell carcinomas caused by TFEB and TFE3 gene fusions may yield important insights for future therapeutic interventions.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (Mus musculus)	MEF	ATCC	Cat. #: CRL-2977	
Cell line (Mus musculus)	MEF p53-/-	MEF p53-/-		David J. Kwiatkowski (Brigham and Women's Hospital)
Cell line (Mus musculus)	MEF TFEB/TFE3 DKO	PMID: 26813791		
Cell line (Mus musculus)	Raw264.7 TFEB/TFE3 DKO	PMID: 27171064		
Cell line (Homo sapiens, |human)	HeLa	ATCC	Cat. #: CCL-2 RRID: CVCL_0030	
Cell line (Homo sapiens, human)	HeLa (CF7) TFEB	PMID: 19556463		Andrea Ballabio (Baylor College of Medicine)
Cell line (Homo sapiens, |human)	ARPE19	ATCC	Cat. #: CRL-2302 RRID: CVCL_0145	
Adenovirus	TFEB (WT, S211A)	Welgen		PMID: 24448649
Adenovirus	TFE3 S321A	Welgen		PMID: 23401004
Transfected construct	pRK5-HA-GST-RagBGTP	Addgene	plasmid 19303	PMID: 18497260
Transfected construct	pRK5-HA-GST-RagDGDP	Addgene	plasmid 19308	PMID: 18497261
Transfected construct	pcDNA3.1-TFEB	Invitrogen		PMID: 19556463
Antibody	Rabbit anti-TFE3	Sigma-Aldrich	Cat. #: HPA023881 RRID: AB_1857931	WB (1:1000)
Antibody	Rabbit anti-phospho S321 TFE3	YenZym Antibodies		WB (1:1000)
Antibody	Rabbit anti-TFEB	Bethyl Laboratories	Cat. #: A303-673A RRID: AB_11204751	WB (1:5000)
Antibody	Rabbit anti-TFEB	Cell Signaling Technology	Cat. #: 4240 RRID: AB_11220225	WB (1:1000)
Antibody	Rabbit anti-phospho S211 TFEB	YenZym Antibodies		WB (1:1000)
Antibody	Mouse anti-Flag	Sigma-Aldrich	Cat. #: F3165 clone M2 RRID: AB_259529	WB (1:5000) IF (1:1000)
Antibody	Mouse anti-actin	BD Transduction Laboratories	Cat. #: 612656 RRID: AB_2289199	WB (1:1000)
Antibody	Mouse anti-HA	Covance	Cat. #: MMS-101P RRID: AB_2314672	IF (1:3000)
Antibody	Rat anti-LAMP1	DSHB	Cat. #: 1D4B RRID: AB_2134500	WB (1:1000)
Antibody	Rabbit anti-Histone H3	Cell Signaling Technology	Cat. #: 9003	WB (1:1000)
Antibody	Rabbit anti- p70 S6 Kinase	Cell Signaling Technology	Cat. #: 2708 RRID: AB_390722	WB (1:1000)
Antibody	Rabbit anti-phospho-p70 S6 Kinase	Cell Signaling Technology	Cat. #: 9205 RRID: AB_330944	WB (1:1000)
Antibody	Rabbit anti-4E-BP1	Cell Signaling Technology	Cat. #: 9644 RRID: AB_2097841	WB (1:1000)
Antibody	Rabbit anti-phospho-4E-BP1	Cell Signaling Technology	Cat. #: 2855 RRID: AB_560835	WB (1:1000)
Antibody	Rabbit anti-p53	Cell Signaling Technology	Cat. #: 32532	WB (1:1000)
Antibody	Mouse anti-p53	Cell Signaling Technology	Cat. #: 2524	WB (1:1000)
Antibody	Rabbit anti-acetyl-Lys379-p53	Cell Signaling Technology	Cat. #: 2570 RRID: AB_823591	WB (1:1000)
Antibody	Rabbit anti-phospho-Ser392-p53	Cell Signaling Technology	Cat. #: 9281 RRID: AB_331462	WB (1:1000)
Antibody	Rabbit anti-phospho-Ser15-p53	Cell Signaling Technology	Cat. #: 9284 RRID: AB_331464	WB (1:1000)
Antibody	Rabbit anti-Mdm2	R and D Systems	Cat. #: AF1244 RRID: AB_2143538	WB (1:800)
Antibody	Rabbit anti-Galectin-1	Cell Signaling Technology	Cat. #: 12936	WB (1:1000)
Antibody	Rabbit anti-Caspase-3	Cell Signaling Technology	Cat. #: 9662 RRID: AB_331439	WB (1:1000)
Antibody	Rabbit anti-CDK4	Cell Signaling Technology	Cat. #: 12790 RRID: AB_2631166	WB (1:1000)
Antibody	Rabbit anti-CDK7	Cell Signaling Technology	Cat. #: 2090 RRID: AB_2077140	WB (1:1000)
Antibody	Rabbit anti-phospho-Ser639-RBL2	Thermo Fisher Scientific	Cat. #: PA564769 RRID: AB_2662148	WB (1:1000)
Antibody	Rabbit anti-RBL2	Cell Signaling Technology	Cat. #: 13610	WB (1:1000)
Antibody	Rabbit anti-phospho-Ser807/811-Rb	Cell Signaling Technology	Cat. #: 8516 RRID: AB_11178658	WB (1:1000)
Antibody	Rabbit anti-Rb	Cell Signaling Technology	Cat. #: 9313 RRID: AB_1904119	WB (1:1000)
Antibody	Rabbit anti-phospho-Ser345-Chk1	Cell Signaling Technology	Cat. #: 2348 RRID: AB_331212	WB (1:1000)
Antibody	Mouse anti-Chk1	Cell Signaling Technology	Cat. #: 2360 RRID: AB_2080320	WB (1:1000)
Antibody	Rabbit anti-phospho-Tyr15-cdc2	Cell Signaling Technology	Cat. #: 4539 RRID: AB_560953	WB (1:1000)
Antibody	Rabbit anti-cdc2	Cell Signaling Technology	Cat. #: 77055 RRID: AB_2716331	WB (1:1000)
Antibody	Rabbit anti-phoshpo-Thr199-NPM	Cell Signaling Technology	Cat. #: 3541 RRID: AB_331497	WB (1:1000)
Antibody	Rabbit-anti-NPM	Cell Signaling Technology	Cat. #: 3542 RRID: AB_2155178	WB (1:1000)
Antibody	Mouse anti-GAPDH	Santa Cruz Biotechnology	Cat. #: sc-365062 RRID: AB_10847862	WB (1:1000)
Antibody	HRP conjugated donkey anti-rabbit	Cell Signaling Technology	Cat. #: 7074 RRID: AB_2099233	WB (1:5000)
Antibody	HRP conjugated donkey anti-mouse	Cell Signaling Technology	Cat. #: 7076 RRID: AB_330924	WB (1:5000)
Antibody	HRP conjugated goat anti-rat	Cell Signaling Technology	Cat. #: 7077 RRID: AB_10694715	WB (1:5000)
Antibody	Alexa Fluor 488 donkey anti-mouse	Life Technologies	Cat. #: A-21202 RRID: AB_141607	IF (1:5000)
Antibody	Alexa Fluor 488 goat anti-rat	Life Technologies	Cat. #: A-11006 RRID: AB_2534074	IF (1:5000)
Antibody	Alexa Fluor 594 donkey anti-rabbit	Life Technologies	Cat. #: A-21207 RRID: AB_141637	IF (1:5000)
Antibody	Alexa Fluor 594 donkey anti-mouse	Life Technologies	Cat. #: A-21203 RRID: AB_141633	IF (1:5000)
Commercial assay or kit	Pacific Blue AnnexinV apoptosis detection kit	BioLegend	Cat. #: 640926	
Chemical compound or drug	Etoposide	Cell Signaling Technology	Cat. #: 2200	
Chemical compound or drug	dimethylformamide	Sigma-Aldrich	Cat. #: D4551	
Chemical compound or drug	Cisplatin	Sigma-Aldrich	Cat. #: 479306	
Chemical compound or drug	LLOMe	Sigma-Aldrich	Cat. #: L7393	
Chemical compound or drug	Cycloheximide	Sigma-Aldrich	Cat. #: C1988	
Chemical compound or drug	Nutlin-3	R and D Systems	Cat. #: 3984	
Chemical compound or drug	Earle’s Balanced Salt Solution	Thermo Fisher Scientific	Cat. #: 14155063	

### Cell culture and treatments

Wild-type Mouse Embryonic Fibroblasts (MEFs) (CRL-2977, ATCC), p53^-/-^ MEFs (David J. Kwiatkowski, Brigham and Women's Hospital, Boston), RAW264.7 cells (TIB-71, ATCC) and HeLa (CF7) cells stably expressing TFEB-FLAG (previously described in Martina et al., 2012) were grown in DMEM, high glucose, GlutaMAX, sodium pyruvate (Thermo Fisher 10569) supplemented with 10% fetal bovine serum (FBS). ARPE19 cells (CRL-2302, ATCC) were grown in DMEM/F-12, GlutaMAX, sodium pyruvate (Thermo Fisher 10565) supplemented with 10% FBS. TFEB and TFE3 knockout MEFs were generated as described (Martina et al., 2016). Cells were grown at 37°C in a humidified 5% CO_2_ chamber. The identity of the HeLa and ARPE-19 cell lines was authenticated by short tandem repeat (STR) analysis by the supplier. The identity of the MEF and RAW264.7 lines was verified by RNA-seq analysis and functional tests (e.g. RAW264.7 cells were activated in response to LPS and live bacteria and they differentiated into osteoclasts after RANKL treatment). Cell lines were tested regularly for mycoplasma contamination and tested negative in all cases.

For drug treatments, cells were treated for the indicated times with the following reagents: DMSO (Sigma-Aldrich), 100 μM Etoposide (Cell Signaling Technology), dimethylformamide (Sigma-Aldrich D4551), 50 μM Cisplatin (Sigma-Aldrich 479306), Ethanol (Werner Graham Company), 2 mM LLOMe (Sigma-Aldrich L7393). 50 μg/ml Cycloheximide (Sigma-Aldrich C1988), 10 μM Nutlin-3 (R and D Systems 3984). For starvation, cells were washed three times in PBS and incubated in Earle’s Balanced Salt Solution (Thermo Fisher 14155063). For UV treatment cells were washed with Hank's Balanced Salt Solution (Thermo Fisher Scientific) and exposed to 30 J/cm^2^ UV-C radiation before adding back growth media.

MEF and RAW264.7 WT and TFE3/TFEB DKO cells were generated using CRISPR-Cas9 as described previously (Martina et al., 2016; Pastore et al., 2016). Gene knockdown with siRNA and overexpression with Adenovirus infection were performed as previously described (Martina and Puertollano, 2013). Transfections were performed with Fugene 6 (Promega Corporation) per the manufacturer’s instructions. The plasmid encoding the full-length human TFEB has been previously described (Sardiello et al., 2009). Amino acid substitutions in TFEB (Ser211Ala and Arg245-248Ala for NLSmut) were made using the QuickChange Lightning site-directed mutagenesis kit (Agilent Technologies) according to the manufacturer's instructions. The following constructs were obtained from Addgene: plasmid 19303, pRK5-HA-GST-RagB_GTP_ and plasmid 19308, pRK5-HA-GST-RagD_GDP_ (Sancak et al., 2008).

### Antibodies

The following antibodies were used in this study: Rabbit anti-TFE3 (Sigma HPA023881), Rabbit anti-phospho S321 TFE3 (YenZym Antibodies, produced as described in Martina et al., 2016), Rabbit anti-TFEB (Bethyl Laboratories, A303-673A), Rabbit anti-TFEB (Cell Signaling Technology, 4240), Rabbit anti-phospho S211 TFEB (YenZym Antibodies, produced as described in Martina and Puertollano, 2018), mouse anti-Flag (clone M2, Sigma-Aldrich, F3165), mouse anti-actin (BD Transduction Laboratories, 612656), mouse anti-HA (clone 16B12, Covance, MMS-101P), rat anti-LAMP1 from the Developmental Studies Hybridoma Bank deposited by August, J.T. (DSHB, 1D4B), rabbit anti-Histone H3 (Cell Signaling Technology, 9003), rabbit anti- p70 S6 Kinase (Cell Signaling Technology, 2708), rabbit anti-phospho-p70 S6 Kinase (Cell Signaling Technology, 9205), rabbit anti-4E-BP1 (Cell Signaling Technology, 9644), rabbit anti-phospho-4E-BP1 (Cell Signaling Technology, 2855), rabbit anti-p53 (Cell Signaling Technology, 32532), mouse anti-p53 (Cell Signaling Technology, 2524), rabbit anti-acetyl-Lys379-p53 (Cell Signaling Technology, 2570), rabbit anti-phospho-Ser392-p53 (Cell Signaling Technology, 9281), rabbit anti-phospho-Ser15-p53 (Cell Signaling Technology, 9284), rabbit anti-Mdm2 (R and D Systems, AF1244), rabbit anti-Galectin-1 (Cell Signaling Technology, 12936), rabbit anti-Caspase-3 (Cell Signaling Technology, 9662), rabbit anti-CDK4 (Cell signaling Technology, 12790), rabbit anti-CDK7 (Cell signaling Technology, 2090), rabbit anti-phospho-Ser639-RBL2 (Thermo fisher scientific, PA564769), rabbit anti-RBL2 (Cell signaling Technology, 13610), rabbit anti-phospho-Ser807/811-Rb (Cell signaling Technology, 8516), rabbit anti-Rb (Cell signaling Technology, 9313), rabbit anti-phospho-Ser345-Chk1 (Cell signaling Technology, 2348), mouse anti-Chk1 (Cell signaling Technology, 2360), rabbit anti-phospho-Tyr15-cdc2 (Cell signaling Technology, 4539), rabbit anti-cdc2 (Cell signaling Technology, 77055), rabbit anti-phoshpo-Thr199-NPM (Cell signaling Technology, 3541), rabbit-anti-NPM (Cell signaling Technology, 3542), mouse-anti-GAPDH (Santa Cruz Biotechnology, sc-365062), HRP conjugated donkey anti-rabbit (Cell Signaling Technology, 7074), donkey anti-mouse (Cell Signaling Technology, 7076), and goat anti-rat (Cell Signaling Technology, 7077) secondary antibodies, and Alexa Fluor 488 conjugated donkey anti-mouse (Life Technologies, A-21202), goat-anti rat (Life Technologies, A-11006), or and Alexa Fluor 594 conjugated donkey anti-rabbit (Life Technologies, A-21207) or donkey anti-mouse secondary antibodies (Life Technologies, A-21203).

### Immunofluorescence confocal microscopy

Cells grown on glass coverslips were washed with PBS and fixed with 4% formaldehyde (Electron Microscopy Sciences, 15710) diluted in PBS for 15 min at ambient temperature. Slides were washed 3 times with PBS and permeabilized for 10 min in 0.2% Triton X-100 in PBS with 10% FBS. Primary antibodies were incubated overnight at 4° C in blocking buffer (0.1% saponin (Sigma Aldrich, S4521), 0.02% sodium azide, and 10% FBS in PBS). Coverslips were washed 3 times with blocking buffer and incubated with secondary antibodies for 1 hr at ambient temperature followed by an additional three washes in blocking buffer and a final wash in PBS. Coverslips were mounted with Prolong Gold anti-fade reagent with DAPI (Life Technologies, P-36931).

For LMP assays, cells on coverslips were washed with KHM buffer (20 mM HEPES pH 7.3, 110 mM Potassium Acetate, 2 mM Magnesium Acetate) followed by a pre-permeabilization treatment for 1 min at ambient temperature in KHM buffer containing 0.01% saponin. Coverslips were washed in KHM buffer again followed by fixation in 4% formaldehyde for 15 min at ambient temperature. Coverslips were washed an additional 3 times with PBS and submerged in chilled methanol for 10 min at −20° C. Coverslips were washed in PBS and incubated overnight at 4° C in blocking buffer. Washing and secondary antibodies were added as described above.

Images were acquired with an LSM 510 Meta confocal microscope (Zeiss, Oberkochen, Germany) with 63x numerical aperture 1.4 oil immersion objective with a Zeiss AxioCam camera. Images are presented as maximum projections through two images acquired 1 μm apart in the Z-plane.

### Subcellular fractionation

Cells were lysed in NP-40 lysis buffer (l0 mM Tris, pH 7.9, 140 mM KCl, 5 mM MgCl_2_ and 0.5 % NP-40) supplemented with protease and phosphatase inhibitors and kept on ice for 15 min. The lysates were then centrifugated at 1000 x g for 5 min. The supernatant represents the cytosolic plus the membrane fraction. The pellets (nuclear fraction) were washed twice in NP-40 lysis buffer and then sonicated in Laemmli sample buffer.

### Western blots

Cells were washed with PBS and lysed in buffer containing 50 mM Tris, pH 7.4, 150 mM NaCl, 0.1% Triton X-100 (Sigma Aldrich, T9284), with protease inhibitor (Roche, 11836170001) and phosphatase inhibitor cocktails (Roche, 04906837001). Whole cell lysates were homogenized by passing through 25G needles and centrifuged at 16,000 rcf at 4°C. Total protein concentration measured using DC Protein Assay (Bio-Rad 500–0116). Soluble fractions were mixed with NuPage 4X loading buffer (Life Technologies, NP0007) and 10X reducing agent (Life Technologies, NP0009) and heated at 98° C for 5 min. Equal amounts of protein from each sample were run on Novex 4–20% Tris-Glycine gels (Life Technologies, EC6025) and transferred to 0.2 μm nitrocellulose membranes (GE Healthcare, 10600004). Blots were blocked for 1 hr at room temperature in TBS (Quality Biological, 351-086-101) with 0.05% Tween 20 (Sigma Aldrich, P7949) (TBS-T) and 5% nonfat milk. Primary antibodies were incubated overnight at 4° C in TBS-T with either 5% nonfat milk or BSA (Sigma Aldrich, A3294). HRP-conjugated secondary antibodies were incubated 1 hr at room temperature. Blots were washed with TBS-T, 3 times, 10 min each after both primary and secondary antibody incubations.

Blots were developed with Western Lighting Plus-ECL (Perkin-Elmer, NEL104001EA) or Clarity Western ECL Substrate (Bio-Rad, 1705060) and exposed on Biomax Light Film (Caresteream Health, 876–1520) or imaged using a GE Healthcare Life Sciences Amersham Imager 600. Blots were quantitated with densitometric analysis using ImageJ (NIH) and normalized to ACTB/β-actin or GAPDH loading controls.

### RNA-Seq sample processing

WT and TFE3/TFEB DKO MEFs or Raw264.7 cells were plated on 10 cm dishes to 75% confluence and treated for 8 hr with either DMSO control or 100 μM Etoposide. RNA was isolated from samples with the PureLink RNA Mini Kit (Thermo Fisher 12183018A) or RNeasy Plus Mini Kit (QIAGEN 74134). Genomic DNA was removed from RNA preparations by DNAse digestion using QIAGEN RNAse-free DNAse Set (QIAGEN 79254) according to the manufacturer's instructions.

The sequencing libraries were constructed from 0.5 ng of total RNA using the Illumina’s TruSeq Stranded Total RNA kit with Ribo-Zero following the manufacturer instruction. The fragment size of RNA-seq libraries was verified using the Agilent 2100 Bioanalyzer (Agilent) and the concentrations were determined using Qubit instrument (LifeTech). The libraries were loaded onto the Illumina HiSeq 3000 for 2 × 75 bp paired end read sequencing and generated about 60M reads per sample. The fastq files were generated using the bcl2fastq software for further analysis.

### RNA-Seq analysis

Rigorous quality controls of paired-end reads were assessed using FastQC tools (Babraham Bioinformatics). If required, adapter sequences and low-quality bases were trimmed using Cutadapt (Martin, 2011). Reads were aligned to the reference genome using the latest version of HISAT2, which sequentially aligns reads to the known transcriptome and genome using the splice-aware aligner built upon HISAT2 (Kim et al., 2015). A rigorous validation demonstrated this procedure outperforms other splice-aware aligners for accurately mapping simulated spliced reads, with only a slightly lower alignment yield (Pertea et al., 2016; Wang, 2018). Only uniquely mapped paired-end reads were then used for subsequent analyses. HTSeq was used for gene level abundance estimation using the GENCODE comprehensive gene annotations (Anders et al., 2015; Harrow et al., 2012). Principal component analysis (PCA) was used to assess outlier samples.

Differential expression analysis comparing cases versus controls at the gene levels of summarization were then carried out using open source Limma R package (Smyth, 2005). Limma-trend, was employed to implement a gene-wise linear modelling which incorporate a global mean-variance to allow robust empirical Bayes procedure in which hyper-variable genes are identified and treated separately (Ritchie et al., 2015). We adjust for multiple testing by reporting the FDR q-values for each feature (Madar and Batista, 2016). Features with q < 0.05 declared as genome-wide significant.

We then used the R statistical software environment using the GAGE Bioconductor packages to carry out the analyses on pre-defined gene ontology (GO) gene sets by conducting two sample t-tests on the log-based fold changes of target gene set and control sets (Luo et al., 2009). Both up-Cellular Component (CC) and Molecular Function (MF). FDR q-values were estimated to correct the p-values for the multiple testing issue.

### Quantitative Real-Time PCR

RNA was isolated from samples with the PureLink RNA Mini Kit (Thermo Fisher 12183018A) and reverse transcribed using SuperScript III First-Strand Synthesis SuperMix kit (Thermo Fisher, 11752). Immunoprecipitated genomic DNA was used directly for ChIP-qPCR experiments. Quantitative real-time PCR reactions were set up in triplicate with 50 ng cDNA per reaction and 200 nM forward and reverse primers along with SYBR Green PCR Master Mix (Applied Biosystems, 4309155). Reactions were run and analyzed using a QuantStudio 12K Flex Real-Time PCR system (Applied Biosystems, Life Technologies). Relative expression levels were displayed relative to control conditions and normalized using Actb (mouse genes) or ACTB and RPS18 (human genes) using the ΔΔCT method. ChIP-qPCR data were expressed as the percentage of the non-immunoprecipitated input sample. Primers used for experiments are provided in Supplementary file 4.

### Cell viability and apoptosis assays

RAW WT and TFE3/B DKO cells were plated at 7.0 × 10^6^ cells per 10 cm dishes so that they reached 75% confluence at the time of treatment (etoposide treated cells). After DMSO control treatment and 16 to 24 hr etoposide treatment, live and dead cells were collected by combining fractions of cells dissociated with Cellstripper Buffer (Corning, 25–056 CI) and those recovered suspended in the growth media. Fractions were spun at 250 rcf at 4° C and washed twice in FACS buffer (Hank’s Balanced Salt Solution, 1% Bovine Serum Albumin). Cells counted and re-suspended in Annexin V binding buffer (Pacific Blue Annexin V Apoptosis Detection Kit with 7-AAD, BioLegend) at a concentration of 1.0 × 10^7^ cells/ml. 100 μL aliquots were distributed along with a control for each sample with no dye added. Each sample received 5 μL PacificBlue-labelled Annexin V and 5 μL 7-AAD and gently mixed. Samples were incubated in the dark for 15 min at ambient temperature. Samples were washed twice with 5 mL FACS buffer and re-suspended in 400 μL binding buffer.

Flow cytometry was performed using a BD LSRII with 5.0 × 10^5^ counts per condition. After gating, cells were defined and quantitated as viable (Annexin V-/7-AAD-), early apoptotic (Annexin V+/7-AAD-), late apoptotic (Annexin V+/7-AAD+), or necrotic (Annexin V-/7-AAD+).

### Statistical analysis

Obtained data were processed in Excel (Microsoft Corporation) and Prism (GraphPad Software) to generate bar charts and perform statistical analyses. Student’s t test or Two-way ANOVA and pairwise post-tests were run for each dependent variable, as specified in each figure legend. All data are presented as mean ± SD. p ≤ 0.05 was considered statistically significant (*) and p ≤ 0.001 extremely significant (***). p > 0.05 was considered not significant (ns).

How the deposited data were processed for this re-analysis (not part of the article)

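Gene expression was measured by RNA-Seq in 12 libraries of mouse embryonic fibroblasts, 3 replicates in each of 4 groups: WT and TFEB/TFE3 DKO MEFs, each without etoposide and after 8 hr in 100 µM etoposide. Conditions and replicate numbers were taken from the sample labels and the paper. The labels call the control genotype by another name than the paper, and it was taken as WT because the experiment has only 1 other MEF genotype. All 12 columns of the table were used.

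The authors deposited 1 table of whole counts per gene, without normalization. According to the methods they checked reads with FastQC, trimmed them with Cutadapt where required, aligned pairs with HISAT2, kept uniquely aligned pairs and counted them with HTSeq on the GENCODE comprehensive annotation. Versions, genome build and the strand setting of the counting are not named in the paper's text. The table holds 24421 genes by symbol and 5 summary lines, which were left out of library sizes and tests. Per library, 53.4 to 63.1% of the summed lines were on genes, 20.2 to 27.3% on no feature, 15.9 to 20.5% not unique and 0.428 to 0.513% ambiguous. 27 symbols are written like dates and 2 symbols occur more than once. These were left as they are. Counting on annotated exons leaves out reads from introns and from RNA outside annotated genes, and a gene that overlaps another can lose or gain reads. The ribosomal transcript Rn45s, left over after depletion, took 1.66 to 4.38% of the counts on genes.

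Counts on genes per library ranged from 45577023 to 104120871 with a median of 71634158, a ratio of 2.29 between the deepest and the shallowest library. A gene at or below 3 counts in each library of a group was treated as not detected, and a fold against such a group is given as a lower bound. These limits cover counting error only.

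Symbols were matched to GENCODE M21 on GRCm38, 23350 directly and 667 through a synonym; 404 were not matched and have no coordinates or length here.

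Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups (15220 genes), scaled by TMM and fitted with glmQLFit in one model of all 12 libraries with a group factor and no replicate block. Contrasts were tested with glmQLFTest and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. There were 5 comparisons: etoposide against untreated in WT and in DKO MEFs, DKO against WT MEFs without and after etoposide, and the interaction. Standard errors were derived from the log2 fold change and its F statistic. CPM values are relative to the library size after TMM scaling. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 30 tests of 6 lists in the 5 comparisons, of which 15 were past the threshold. The lists were the 16 genes of Figure 3, 40 other known p53 targets, 50 lysosomal and autophagy genes with known TFEB or TFE3 regulation, 261 symbols of the paper's list of genes under the DREAM complex, 39 Hox genes and 5 sex-linked genes. Medians of lists are medians of log2 fold changes of single genes.

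The genes named in the text follow a rule: the genes the paper names for these MEFs, Tfeb and Tfe3, Cdk4 and Cdk7, and for 3 comparisons (etoposide in WT MEFs, DKO against WT MEFs after etoposide, and the interaction) the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with a mean of at least 10 CPM and, between 2 groups, no overlap of replicates. Of the genes this rule chose, 1 is not reported here. For 3 libraries against 3, chance gives no overlap for 10% of genes.

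The counts of genes, the log2 fold changes of named genes and the ranks were recomputed with DESeq2 1.42.0, with limma-trend and robust empirical Bayes estimates as in the study, with DESeq2's size factors in edgeR, with library size alone, with no filter, with a stricter filter (a mean of at least 1 CPM), with all libraries thinned to the smallest total, with the replicate number as a block, with robust dispersion estimates, with only the 6 libraries of a comparison between 2 groups, and with each library of the comparison left out in turn. Gene lists were recomputed with DESeq2's size factors, library size alone, the stricter filter, the replicate block, each library left out in turn, fry, and camera with an estimated correlation. The relation with gene length was recomputed with library size alone, the stricter filter and summed exon length. The models, these alternatives, the lists and the rule for named genes were fixed before the data were examined. A legacy version of the quasi-likelihood fit and a fit without the abundant transcripts Rn45s, Rmrp and Rpph1 were added after seeing the data. The closing section gives what changed, and says which of its tests of explanations were chosen after the result was seen.

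The fits were tested on simulated data drawn from the real library sizes and the real mean of each gene over all libraries. The dispersions were set by a fixed formula of the mean and were not estimated from these libraries, so the error rates hold for that spread. Of 200 genes changed in DKO MEFs after etoposide among 14707 tested genes, edgeR recovered 200 in the comparison with WT MEFs after etoposide, with 10 false calls, and 198 in the interaction, with 15 false calls. With no gene changed it made 0 calls in each comparison of 14704 tested genes, and at an unadjusted threshold of 0.05 between 4.78 and 5.11% of genes passed. In the same simulated data, camera and fry called a list of 40 changed genes and did not call a list of 40 unchanged genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries, permutation tests and figures.

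Supplementary file 1 of the paper, a table of log2 fold changes in DKO against WT MEFs after etoposide, was used in part: 1970 of 12669 rows. The last of these rows has a log2 fold change of -0.92. Its per-library counts were identical to those of the table for all 1970, and no overlap or set test was run on it. The study's qRT-PCR values come from a separate assay, and its RAW264.7 and HeLa experiments were not analysed here.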

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

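The tests of an equal difference without etoposide, of mislabelled libraries, of the Hox genes and of the matched lists without Laptm5 were chosen only after the result was seen.

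The response to etoposide differed between TFEB/TFE3 DKO and WT MEFs for 8226 of the 15220 genes tested (interaction at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other groupings of the same libraries were fitted for comparison. For the interaction, the 6 untreated and the 6 etoposide libraries were each split anew into 3 and 3, and 100 of the possible splits were fitted. Among these 100, 1 gave as many genes, the real one, and the largest of the others gave 5073. The split that exchanges the genotypes of the etoposide libraries alone keeps the real groups but was not among those fitted. Its contrast is the sum of the genotype differences, so the fitted splits cannot show that the real interaction is the largest. For each of the 4 comparisons between 2 groups, 1 of the 10 possible splits gave as many genes, again the real one. The other splits gave 0 genes, with 147 to 502 genes at an unadjusted p under 0.05, but 10 splits cannot bring the share below 0.1, so the share alone cannot decide. The sizes can: the real splits gave 10157 to 12091 genes. In simulated data with no gene changed, and with dispersions set by a formula, edgeR made 0 calls in each of these comparisons. These values argue against an accidental grouping of the libraries as the source of the 4 counts. Each genotype was represented by 1 line, so differences between the lines other than the knockout were not tested for these counts.

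Of the genes of Figure 3, 10 had an interaction below 0 and past the threshold. These were Mdm2 (-1.48), Trp53inp1 (-1.17), Ctsd (-0.94), Bax (-0.92), Chek2 (-0.90), Foxo3 (-0.66), Wrap53 (-0.63), Sesn1 (-0.48), Rad9a (-0.46) and Cdkn1a (-0.34). Over the list the median interaction was -0.55 (adjusted p = 0.000176 from camera), with 15 of the 16 genes below 0. These values include Laptm5, whose interaction is not measurable because its untreated libraries had at most 1 count; without it the median was -0.48, with 14 of 15 genes below 0. Under each scaling 16 genes were lower in DKO MEFs after etoposide, but this count could hardly have fallen. Library size alone and DESeq2's size factors moved the median of all genes by only -0.02 and -0.06, and the smallest effect was -0.28. The count therefore speaks only to these scalings, not to normalization in general. The genes as a set were not lower to the same extent without etoposide, given the 10 interactions. For Bbc3, Sesn2, Dram1, Trp53 and Egfr a difference to the same extent without etoposide stays open. All 5 were lower without etoposide, but they were picked because their interaction was not past the threshold, so this decides nothing. Bbc3 had log2 fold changes of -0.28 without and -0.48 after etoposide, and its interaction passed the threshold in 7 of 21 alternatives, among them the fits without replicate 1 of the DKO MEFs after etoposide (-0.2545), without replicate 1 of the untreated DKO MEFs (-0.2562), without replicate 1 of the WT MEFs after etoposide (-0.2446) and without replicate 3 of the untreated WT MEFs (-0.2545). A general weakening of the etoposide response in DKO MEFs stays open for this list. Against 10000 random lists of genes with similar responses in WT MEFs, its median lay at percentile 16.11, and the median of the random lists was -0.31. Without Laptm5 it lay at percentile 18.4. The lower response of these 16 genes may therefore be part of a broader one.

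The 40 other p53 targets had a median interaction of -1.14, with 38 of 40 below 0. Here the general weakening falls short: the median lay at percentile 0.61 of the matched random lists, whose median was -0.50. A candidate explanation is that the p53 response itself is weaker without TFEB and TFE3. This was found and tested on the same libraries, and with 1 line per genotype a difference between the lines other than the knockout was not tested for these genes. The paper also warns that its MEFs were immortalized with SV40, which can alter the stability of p53 and confound results. That influence was not examined here.

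The targeted genes also responded differently. The interaction was 0.49 for Tfeb and 0.28 for Tfe3, both of which fell with etoposide in WT MEFs. For Tfeb, which has little transcript left in DKO MEFs, the interaction was 0.40 and not past the threshold with all libraries thinned to the smallest total, and it was also not past it without replicate 3 of the DKO MEFs after etoposide (0.32) or without replicate 1 of the untreated DKO MEFs (0.40). Swapped genotype labels can be set aside. Of the libraries labelled DKO, 0 had Tfeb within the range of the WT libraries of the same treatment. Treatment labels were not tested in this way. Cdk4 had an interaction of 0.14 that was lost in 7 of 21 alternatives. Among these were the fits without replicate 3 of the DKO MEFs after etoposide (0.10), without replicate 1 (0.13) or 2 (0.12) of the untreated DKO MEFs, and without replicate 1 of the WT MEFs after etoposide (0.11). Exons of Cdk4 overlap Tspan31 on the opposite strand.

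Among the genes chosen by size of change, the interaction was -5.49 for Evpl, -4.47 for Rgs16, -4.16 for Rasl11a, -3.32 for Matn4, -2.31 for Mab21l3 and -1.43 for Mab21l1. It was 3.97 for Hoxb9, 3.46 for Lama2, 3.26 for Tenm3, 2.88 for Tspyl4, 1.59 for Ciart and 0.88 for Ccl20. Evpl rose to 82.7 CPM in WT MEFs and to 2.03 CPM in DKO MEFs. Rgs16 fell in DKO MEFs from 36.8 to 1.41 CPM, while in WT MEFs it stood at 5.63 and 4.92 CPM. Rasl11a rose in WT MEFs from 2.19 to 46.1 CPM and stood at 21.2 and 25.0 CPM in DKO MEFs. Hoxb9, Lama2 and Tenm3 were nearly silent in untreated DKO MEFs, at 0.228, 0.287 and 0.153 CPM, and reached 2.48, 1.37 and 0.626 CPM with etoposide, while they fell in WT MEFs. The untreated DKO libraries held only 3 to 39 counts of Hoxb9. With each library left out in turn, its interaction ran from 3.60 to 4.87. The interaction of Mab21l1 was not past the threshold without replicate 3 of the DKO MEFs after etoposide (-1.15) or without replicate 1 of the untreated DKO MEFs (-1.15). Exons of Rgs16, Lama2 and Tenm3 overlap other annotated genes on the opposite strand. No explanation was tested for these genes.

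Hox genes, which the paper does not discuss, differed between the genotypes without etoposide. Of 39 genes listed 33 could be tested, and 27 of these were lower and 6 higher in DKO MEFs, with a median of -2.90 on log2 CPM (adjusted p = 0.000294 from camera). In edgeR's fit the median was -4.68, or -2.66 with the 10 genes not detected in untreated DKO MEFs set at their bound. Counts near the floor do not explain it, because 30 of the genes that differed had a mean above 10 counts in at least 1 line. A difference between the cell lines other than the knockout, such as the part of the embryo they came from, cannot be told apart from an effect of TFEB and TFE3 on the Hox genes, since there was 1 line per genotype.

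The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were detected in both lines and were higher in DKO MEFs without etoposide, with log2 fold changes of 1.36, 0.96, 1.12 and 0.94. Xist had at most 5 counts in an untreated library. The list of these 5 genes had a median of 0.96 (adjusted p = 0.0119 from camera), which lay between 0.84 and 1.03 under the alternatives and was not past the threshold with an estimated correlation between genes. No explanation was tested.

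Lysosomal and autophagy genes were slightly higher in DKO MEFs without etoposide, with 30 of 50 above 0 and a median of 0.21 (adjusted p = 0.0369 from camera). The expectation that loss of TFEB and TFE3 lowers these genes would need a median below 0, and the median was 0.2118. With an estimated correlation between genes the list was not past the threshold (adjusted p = 0.453, with a range of 4.41e-07 to 0.453 over the 12 alternatives), so the data leave open whether the list changed at all.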

How the results depend on the processing

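The legacy quasi-likelihood fit and the fit without Rn45s, Rmrp and Rpph1 were chosen only after the result was seen. They changed no count of genes by more than 1.5 times.

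The 7 counts of genes past the threshold stayed within 1.5 times of the reported value in all 127 fits. The genes changed by etoposide ranged from 9855 to 13252 in WT MEFs and from 9533 to 12320 in DKO MEFs. The genes that differ between the genotypes ranged from 9197 to 10370 without etoposide and from 9549 to 11349 after it, and the interaction from 7654 to 8789. The lowest of these, apart from the interaction, came from the stricter filter, which tests fewer genes. The directions depended more on the scaling. With library size alone, 64.0% of the changed genes were higher after etoposide in WT MEFs (53.2% with TMM), and 75.6% in DKO MEFs (9316 higher and 3004 lower, against 58.1% with TMM). Between genotypes without etoposide 38.4% were higher (49.9% with TMM), and in the interaction 65.2% (54.8% with TMM). The median log2 fold change of all genes moved by 0.17, 0.27, -0.12 and 0.10 in these comparisons and by -0.02 after etoposide, so directions of small changes are relative to these shifts.

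Which direction was in the majority was not stable in the comparisons between the genotypes when all genes past the threshold were counted. Of those changed at least 2-fold, 2595 were lower and 791 higher in DKO MEFs after etoposide. Without etoposide 1651 were lower and 1167 higher, and for the interaction 1280 lay below and 639 above 0. These 2-fold counts are given for the main fit only. For genes that differ between DKO and WT MEFs after etoposide (5701 higher and 5569 lower), the majority turned under DESeq2 (4955 and 5788), with its size factors (5072 and 6096, a shift of -0.06), with library size (5539 and 5706), with no filter (5478 and 5871), without Rn45s, Rmrp and Rpph1 (5461 and 5775), and without replicate 1 (5389 and 5631), 2 (5316 and 5613) or 3 (5356 and 5502) of the DKO MEFs after etoposide. For genes that differ between DKO and WT MEFs without etoposide (5066 and 5091) it turned with DESeq2's size factors (5093 and 5064), with the stricter filter (4642 and 4555), without replicate 3 of the untreated DKO MEFs (4895 and 4803) and without replicate 2 of the untreated WT MEFs (4885 and 4852). For genes whose etoposide response differs between DKO and WT MEFs (4507 above and 3719 below 0) it turned under DESeq2 (3890 and 4320), with its size factors (3797 and 4192, a shift of -0.06) and with the stricter filter (3816 and 3870). In the 2 comparisons of etoposide with no treatment the majority was higher in every alternative.

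Replicate numbers are shared by the 4 groups in the labels, but no source says that a number marks a shared batch. Over 18 pairs of same-numbered libraries the correlation of the deviations from the group means ran from -0.03 to 0.0429, and 0 pairs were over 0.1, so the numbers do not pair the libraries. With the number as a replicate block, there were 12111 genes changed by etoposide in WT MEFs, 11416 genes changed by etoposide in DKO MEFs, 10171 genes that differ between DKO and WT MEFs without etoposide, 11274 genes that differ between DKO and WT MEFs after etoposide, and 8208 genes whose etoposide response differs between DKO and WT MEFs.

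Of the log2 fold changes of named genes, 84 kept their direction and their side of the threshold in every alternative and 20 did not. Of 1817 fits in all, 1750 did so, 40 were no longer past the threshold, 9 became so and 18 reversed. The reversals were all of values near 0. With library size alone the interaction was 0.066 for Sesn2, 0.084 for Trp53 and 0.0244 for Egfr, and Cdk7 without etoposide was -0.0822. Cdk4 after etoposide was 0.00 and turned to -0.0565 under DESeq2, -0.0575 with DESeq2's size factors, -0.0129 with library size, -0.0169 with no filter, -0.0618 with the stricter filter and -0.0125 with thinned libraries. The interaction of Cdk7 was -0.0122 under DESeq2 and -0.0127 with its size factors, while with library size alone it was 0.1555 and past the threshold. With each library left out in turn, the interaction ran from -0.0323 (without replicate 1 of the untreated DKO MEFs) to 0.1322 for Dram1 and from -0.0717 to 0.006 (without replicate 2 of the untreated WT MEFs) for Trp53. The difference between genotypes after etoposide ran from -0.055 to 0.0331 (without replicate 3 of the DKO MEFs after etoposide) for Tfe3. For Cdk4 it ran from -0.035 to 0.0279 and was below 0 without replicate 2 (-0.0093) or 3 (-0.035) of the DKO MEFs after etoposide and without replicate 1 of the WT MEFs after etoposide (-0.0328). The cause was not tested. The small differences without etoposide of Rad9a, Chek2 and Trp53inp1 were often not past the threshold, as were several changes with library size alone. Without replicate 1 or 3 of the untreated DKO MEFs and replicate 1 or 3 of the untreated WT MEFs in turn, Rad9a was at -0.108, -0.0762, -0.1035 and -0.0691. Chek2 was at 0.0918 and 0.1552 without replicate 2 or 3 of the untreated DKO MEFs and at 0.1603 and 0.1351 without replicate 1 or 3 of the untreated WT MEFs. Trp53inp1 was at -0.211 and -0.1895 without replicate 2 or 3 of the untreated DKO MEFs and at -0.1774 without replicate 1 of the untreated WT MEFs. Laptm5 was not tested under the stricter filter.

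Of 19 results for gene lists, 9 held in every alternative. With an estimated correlation between genes, 6 were no longer past the threshold: Figure 3 genes without etoposide (-0.2596) and with etoposide in DKO MEFs (0.4731), DREAM targets in WT MEFs (-0.1254), lysosomal genes without etoposide (0.2118), and sex-linked genes without (0.9584) and after etoposide (1.171). This test estimates the correlation between genes from the data, where the preset one fixes it at 0.01. Why these 6 results were lost was not tested. Under fry, which asks whether any genes of a list change, 3 came past the threshold: lysosomal genes after etoposide (0.1307), other p53 targets without etoposide (-0.05355) and DREAM targets in DKO MEFs (-0.03114). With library size alone DREAM targets had medians of 0.04227 in WT MEFs, 0.2421 in DKO MEFs and 0.1772 in the interaction, now past the threshold, and the lysosomal genes without etoposide were at 0.09099 and no longer past it. DREAM targets in WT MEFs were not past it with DESeq2's size factors (-0.08005) or the stricter filter (-0.03968), which also gave 0.0046 for DREAM targets in DKO MEFs and 0.1984 for the lysosomal genes, not past the threshold. The library-size values follow the shift of all genes; the cause of the others was not tested.

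The places of Sesn1 and Sesn2 among the lower genes moved to 1732 and 1626 under the stricter filter, where fewer genes are ranked, and lay between 2893 and 3276 in the other alternatives. The rank correlation of the etoposide response with gene length was -0.2957 in WT MEFs and -0.2799 in DKO MEFs under the stricter filter, and -0.1936 and -0.1704 with summed exon length; the cause was not tested.

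Depth limits the genes near the floor. Laptm5 rests on at most 199 counts in a library, and 10 of the Hox genes were not detected in untreated DKO MEFs, so their changes are bounds. Thinning all libraries to 45577023 counts changed no count of genes by more than 1.5 times.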

Differences from the paper's values

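In this part, the comparison with geometric means of the qRT-PCR experiments was chosen only after the result was seen.

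For the RNA-Seq comparison of TFEB/TFE3 DKO and WT MEFs after etoposide, the paper's log2 fold changes in the part of Supplementary file 1 used here cover 19 of the 36 named genes, and 0 of these differ from the values given here. The largest gap was 0.12. The last row of that part has a log2 fold change of -0.92, and all 19 compared genes lay at -0.94 or lower in the paper. Genes that were higher or less strongly lower, such as Sesn1, Sesn2, Trp53, Tnn and Ccl20, were therefore not compared.

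The paper states about 60M reads per sample. The sum of all lines of the count table has a median of 122M per library, while the counts on genes alone have a median of 71.6M. The paper does not say whether its number counts reads or pairs of reads, and none of the alternatives bears on this.

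The other differences are between the paper's qRT-PCR values in Figure 3, taken as log2 changes from its source data, and the RNA-Seq values, which come from another assay. The paper's methods scale mouse qRT-PCR values to Actb, while the RNA-Seq values are scaled by TMM. A change in Actb would shift all qRT-PCR values of a condition. A gap is called closed where the value here comes within the error used for the comparison, the larger of the SD between the paper's experiments and that between replicates here, which leaves part of the difference standing. For etoposide in WT MEFs, 15 of 16 genes differed. The paper's value and the value here were 0.92 and 0.40 for Rad9a, 1.25 and 1.53 for Chek2, 5.29 and 5.87 for Trp53inp1, 5.71 and 3.92 for Mdm2, and 4.02 and 1.18 for Bbc3. They were 2.13 and 0.85 for Sesn1, 1.72 and 1.26 for Dram1, 0.86 and 0.24 for Trp53, 5.24 and 2.94 for Cdkn1a, 1.41 and 1.01 for Ctsd, and 1.54 and 1.07 for Wrap53. For Sesn2 the paper's value is 2.48 and the value here -0.23, and for Egfr they are 0.67 and -0.20, so that the direction is the opposite; with library size alone the values here were -0.07 and -0.03 and not past the threshold. None of the alternatives set before the data were examined closed these gaps. For Laptm5 the paper's value is 2.23, and the value here is a lower bound of 5.53, which was not compared under the alternatives. For Bax the paper's value is 1.52 against 1.41 here. This gap was closed by DESeq2, by DESeq2's size factors in edgeR, by library size alone, by the stricter filter, by thinned libraries and by leaving out replicate 1 of the WT MEFs after etoposide, and by none of the other alternatives.

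For DKO against WT MEFs after etoposide, 9 of 16 genes differed, with 0 in the opposite direction. The paper's value and the value here were -1.16 and -0.56 for Rad9a, -2.54 and -1.64 for Mdm2, -2.45 and -0.78 for Sesn1, -2.13 and -2.996 for Dram1, -0.90 and -0.28 for Trp53, and -2.00 and -3.39 for Laptm5. None of the alternatives set before the data were examined closed these gaps. For Cdkn1a the paper's value is -0.61 against -1.07 here, and only the fit without replicate 3 of the DKO MEFs after etoposide came within the error of 0.45, at -1.04. For Wrap53 the values are -1.32 in the paper and -0.96 here, and DESeq2 (-1.018), DESeq2's size factors (-1.019) and the stricter filter (-1.023) came within the error of 0.33 while none of the others did. For Foxo3 the paper's value is -0.61 against -0.91 here, and the fits without replicate 3 of the DKO MEFs after etoposide (-0.89) and without replicate 1 of the WT MEFs after etoposide (-0.86) came within the error of 0.28 while none of the others did.

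The paper's values above are the means printed in its source data, and for some genes these are not the geometric means of the experiments listed there. From the geometric means the paper's values for etoposide in WT MEFs would be 5.27 for Trp53inp1, 3.89 for Bbc3 and 1.59 for Dram1, and after etoposide -2.17 for Dram1, which still differ from the values here. For Foxo3 after etoposide it would be -0.66, and the difference would be within the error.

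The paper places Sesn1 and Sesn2 among the targets lowered most in its RNA-Seq data, without saying which genes they are ranked against. Among all 5569 lower genes they stood here at places 3059 and 2947, which need not be the ranking the paper means. By qRT-PCR the paper finds a significant basal reduction for Sesn1 and not for Sesn2. Its source data give log2 values of -1.98 for Sesn1 and -0.30 for Sesn2 in untreated DKO MEFs. In the RNA-Seq counts both were lower without etoposide, by log2 fold changes of -0.29 and -0.79. The basal qRT-PCR values of the other genes of Figure 3 were not compared.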

Other observations

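The comparison of genes near and far from expressed genes was narrowed by leaving out large gene families and provisional names only after the result was seen; the other tests in this part were chosen before it.

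Etoposide lowered Tfeb and Tfe3 themselves in WT MEFs. Tfeb fell by 1.91 on the log2 scale (standard error 0.08, adjusted p = 4.83e-13) and Tfe3 by 0.72 (standard error 0.04, adjusted p = 3.39e-11, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries after etoposide lay below all 3 untreated ones for both genes, which has a chance of 10% for 1 gene in either direction. The paper does not report this.

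Long genes tended to have lower log2 fold changes with etoposide than short genes. The signs of the medians that follow depend on the scaling. With library size alone the median of all genes rose by 0.17 in WT MEFs and by 0.27 in DKO MEFs. The median log2 fold change in WT MEFs was 0.20 for genes under 10 kb, 0.11 from 10 to 50 kb, -0.18 from 50 to 100 kb and -0.38 above 100 kb, and in DKO MEFs 0.23, 0.17, -0.08 and -0.26. Across the 15086 genes with a length (99.1% of those tested), the rank correlation with genomic length was -0.1665 in WT MEFs and -0.1438 in DKO MEFs. Genes are not independent replicates, so no p is given. GC content does not account for it, with partial correlations of -0.1357 and -0.1222, nor does expression level, with -0.1528 and -0.1263. Given summed exon length, the partial correlations dropped to -0.0486 and -0.0388, so a relation with transcript length may account for most of it. Impaired transcription of long genes in both lines, a candidate explanation since etoposide acts on topoisomerase II, is in line with the negative sign in both, but genomic and exon length were not separated by these data.

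More genes had a count after etoposide. With all libraries thinned to one total, 15225 to 15382 genes had a count in untreated WT libraries and 18513 to 18626 after etoposide. In DKO libraries the numbers were 14536 to 14606 and 17912 to 18192. Library depth does not explain this, as the smallest gap at one depth was 3131 genes. Among genes without reads before etoposide, those with an expressed gene ending within 20 kb upstream on the same strand gained more reads than those over 100 kb from any expressed gene. The median gain was higher by 0.02308 CPM per kb in WT MEFs and by 0.01777 in DKO MEFs (permutation p = 1e-05 in each, the smallest that 100000 permutations can give). This argues against genomic DNA in the libraries as the whole cause. With large gene families and genes under a provisional name left out, the median gain of the far genes was 0.004137 CPM per kb in WT MEFs and 0.003035 in DKO MEFs. Transcription that runs past the ends of expressed genes would favour the same strand over the opposite one. The difference was 0.004856 CPM per kb in WT MEFs (permutation p = 0.0327) and 0.002525 in DKO MEFs (permutation p = 0.113), which leaves this explanation open. The share of reads on no feature was also higher after etoposide, at 26.2 ± 1.11% against 23.2 ± 0.898% in WT MEFs (SD, n = 3 each) and 21.9 ± 0.572% against 20.6 ± 0.432% in DKO MEFs (SD, n = 3 each).

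For RAW264.7 cells the paper reports that genes repressed through the DREAM complex fell further in TFEB/TFE3 DKO than in WT cells after etoposide. In the MEF libraries, 260 of the 261 symbols in the paper's list could be tested, and the paper counts 262 genes. Their median log2 fold change with etoposide was -0.13 in WT MEFs (adjusted p = 0.0369 from camera) and -0.03 in DKO MEFs (adjusted p = 0.262). A further fall in DKO MEFs, as the paper reports for RAW264.7 cells, would need a negative interaction. The median interaction was 0.07, with 154 genes above 0 and 106 below, so a further fall was not seen in the MEFs. The opposite hypothesis, that repression is weaker in DKO MEFs, needs a positive interaction. With an adjusted p of 0.277 from camera, that hypothesis stays open. With library size alone the interaction was past the threshold (adjusted p = 0.0453, with a range of 0.0453 to 0.806 over the alternatives), and the medians in both lines turned positive, as the median of all genes rose by 0.17 and 0.27.

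The paper reports that Cdk4 and Cdk7 rise in HeLa cells with active TFEB or TFE3. In the MEFs, Cdk4 was measured without etoposide at 472 ± 7.56 CPM in WT and 430 ± 3.44 CPM in DKO MEFs (SD, n = 3 each), a log2 fold change of -0.13 (adjusted p = 0.00179 from edgeR's quasi-likelihood test). After etoposide it did not differ (log2 fold change 0.00, adjusted p = 0.952 from edgeR). Cdk7 did not differ without etoposide (0.04, adjusted p = 0.422 from edgeR) or after it (0.09, adjusted p = 0.0692 from edgeR), although the latter was 0.13 and past the threshold without replicate 2 of the WT MEFs after etoposide.

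The ribosomal transcript Rn45s took 2.64 ± 0.381% of the counts on genes in untreated WT MEFs and 4.15 ± 0.305% after etoposide, and 1.84 ± 0.159% and 3.24 ± 0.309% in DKO MEFs (SD, n = 3 each). No explanation was tested.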
